# Throughout *in vitro* first spermatogenic wave: Next-generation sequencing gene expression patterns of fresh and cryopreserved prepubertal mice testicular tissue explants

**DOI:** 10.3389/fendo.2023.1112834

**Published:** 2023-03-17

**Authors:** Ludovic Dumont, Hélène Lopez Maestre, Frédéric Chalmel, Louise Huber, Aurélie Rives-Feraille, Laura Moutard, Frédérique Bateux, Christine Rondanino, Nathalie Rives

**Keywords:** cryopreservation, *in vitro* spermatogenesis, mice, RNA-Seq, testis, transcriptomic

## Abstract

**Introduction:**

Suitable cryopreservation procedures of pre-pubertal testicular tissue associated with efficient culture conditions are crucial in the fields of fertility preservation and restoration. *In vitro* spermatogenesis remains a challenging technical procedure to undergo a complete spermatogenesis.The number of haploid cells and more specifically the spermatic yield produced *in vitro* in mice is still extremely low compared to age-matched *in vivo* controls and this procedure has never yet been successfully transferred to humans.

**Methods:**

To evaluate the impact of in vitro culture and freezing procedure, pre-pubertal testicular mice testes were directly cultured until day 4 (D4), D16 and D30 or cryopreserved by controlled slow freezing then cultured until D30. Testes composed of a panel of 6.5 dpp (days postpartum), 10.5 dpp, 22.5 dpp, and 36.5 dpp mice were used as *in vivo* controls. Testicular tissues were assessed by histological (HES) and immunofluorescence (stimulated by retinoic acid gene 8, STRA8) analyses. Moreover, a detailed transcriptome evaluation study has been carried out to study the gene expression patterns throughout the first *in vitro* spermatogenic wave.

**Results:**

Transcriptomic analyses reveal that cultured tissues expression profiles are almost comparable between D16 and D30; highlighting an abnormal kinetic throughout the second half of the first spermatogenesis during *in vitro* cultures. In addition, testicular explants have shown dysregulation of their transcriptomic profile compared to controls with genes related to inflammation response, insulin-like growth factor and genes involved in steroidogenesis.

**Discussion:**

The present work first shows that cryopreservation had very little impact on gene expression in testicular tissue, either directly after thawing or after 30 days in culture. Transcriptomic analysis of testis tissue samples is highly informative due to the large number of expressed genes and identified isoforms. This study provides a very valuable basis for future studies concerning *in vitro* spermatogenesis in mice.

## Introduction

Spermatogenesis is a tightly regulated and dynamic process of spermatogonial stem cells differentiation which takes place into the seminiferous tubules in the testis. This process requires the orchestrated regulation of mitotic development of spermatogonia and meiotic process of spermatocytes followed by their differentiation in spermatozoa (1). Spermatogenesis is a complex cellular process to produce spermatozoa with germ cell proliferation and differentiation (2). The first wave of spermatogenesis in mice is initiated only a few days after birth and proceeds in a synchronized manner. This entire process, taking ~36 days, consists of three phases: proliferation of spermatogonia, meiotic division of spermatocytes, and morphological change of spermatids. The progression of spermatogenesis is not germ cell autonomous but definitely requires communication between germ and testicular somatic cells, particularly Leydig (3, 4) and Sertoli (5, 6) cells. Steroidogenesis, the biological process by which steroids are generated from cholesterol and changed into other steroids, is a key hormonal process that needs to be intact for proper testicular function (7). In order to have a complete and efficient spermatogenesis, the steroidogenesis has to be regulated at multiple levels, principally by transcription of genes encoding steroidogenic enzymes and co-factors, and by their post-translational modification. In testicular tissue, gene expressions during spermatogenesis is highly orchestrated and strictly regulated at transcriptional and post-transcriptional level. Major periods of expressional change occur during the first few days after birth (0 to 6 d*pp*), at the beginning of meiosis (12 to 14 d*pp*), and along with the appearance of haploid gametes (around 20 d*pp*) (8).

Testicular tissue cryopreservation has been introduced as an advantageous technique for fertility preservation in boys suffering from cancer (9, 10). Because of impairment of human testicular grafting (*e*.*g*., inadequate oxygen, nutrient supplies) (11, 12), dysregulation of angiogenesis-specific signaling (13), and risk of contamination by malignant cells (14), *in vitro* tissue culture has been proposed as an alternative procedure to restore fertility (11). Some teams, including ours, have succeeded in reproducing all stages of the spermatogenesis from spermatogonia to functional sperms *in vitro* by an organ culture of fresh (15, 16) and frozen-thawed neonatal mouse testes (17, 18). In addition, functional flagellated elongated spermatids have been obtained after *in vitro* spermatogenesis from fresh (15) and cryopreserved (19) pre-pubertal testicular tissues. However, the number of haploid cells and more specifically the spermatic yield produced *in vitro* in mice is still extremely low compared to age-matched *in vivo* controls and this procedure has never yet been successfully transferred to humans.

Spermatogenesis was studied from a transcriptome perspective in the physiological first wave of spermatogenesis on mice model (20). To date, very few studies have investigated the first wave of spermatogenesis *in vitro*. Two recent studies conducted by microarray analysis revealed that the deficiency of germ cell differentiation and the immense immune reaction are major abnormalities in the cultured testis tissues (21, 22). Furthermore, the impact of freezing on testicular tissue as well as of organotypic culture of fresh or frozen tissue has been never studied from the point of view of gene expression in testicular tissue. In this study, we profile cells from the first spermatogenic wave to confidently assess the maturation of testicular tissue throughout the developmental trajectory, where cells have only progressed to a defined developmental stage. This allows us to identify the transcriptomic expression of cells at the most advanced stage of *in vitro* cultured seminiferous tubules in comparison with age-matched *in vivo* controls.

In this study, histological analyses were coupled with the expression of RNA-Seq analysis to analyze in depth the first wave of *in vitro* spermatogenesis. Since proper development of male germ cells requires correct function of testicular somatic cells and differences in gene expression may be affected by cell-cell interactions, the study of testicular tissue is a desirable sample type for investigation of gene expression during spermatogenesis. We attempted to characterize the first wave of spermatogenesis *in vivo* and *in vitro* at key time points by comparing the transcriptomes of *in vivo* testicular tissues and *in vitro* fresh and frozen testicular explants. To evaluate the impact of *in vitro* culture and freezing procedure, pre-pubertal testicular mice testes were (i) directly cultured until D4, D16 and D30 or (ii) cryopreserved by controlled slow freezing (CSF) then cultured until D30. Testes composed of a panel of 6.5 d*pp* (before meiosis initiation), 10.5 d*pp* (lepto-zygotene spermatocyte I stage), 22.5 d*pp* (round spermatid stage) and 36.5 d*pp* (elongated spermatid stage) mice were used as *in vivo* controls (**Figure 1A**). A total of 39 mice (corresponding to 192 *in vitro* fragments and 30 age-matched testis) were used in the current study. A flow chart of the study is available (**Figures 1B, C**).

**Figure 1:**
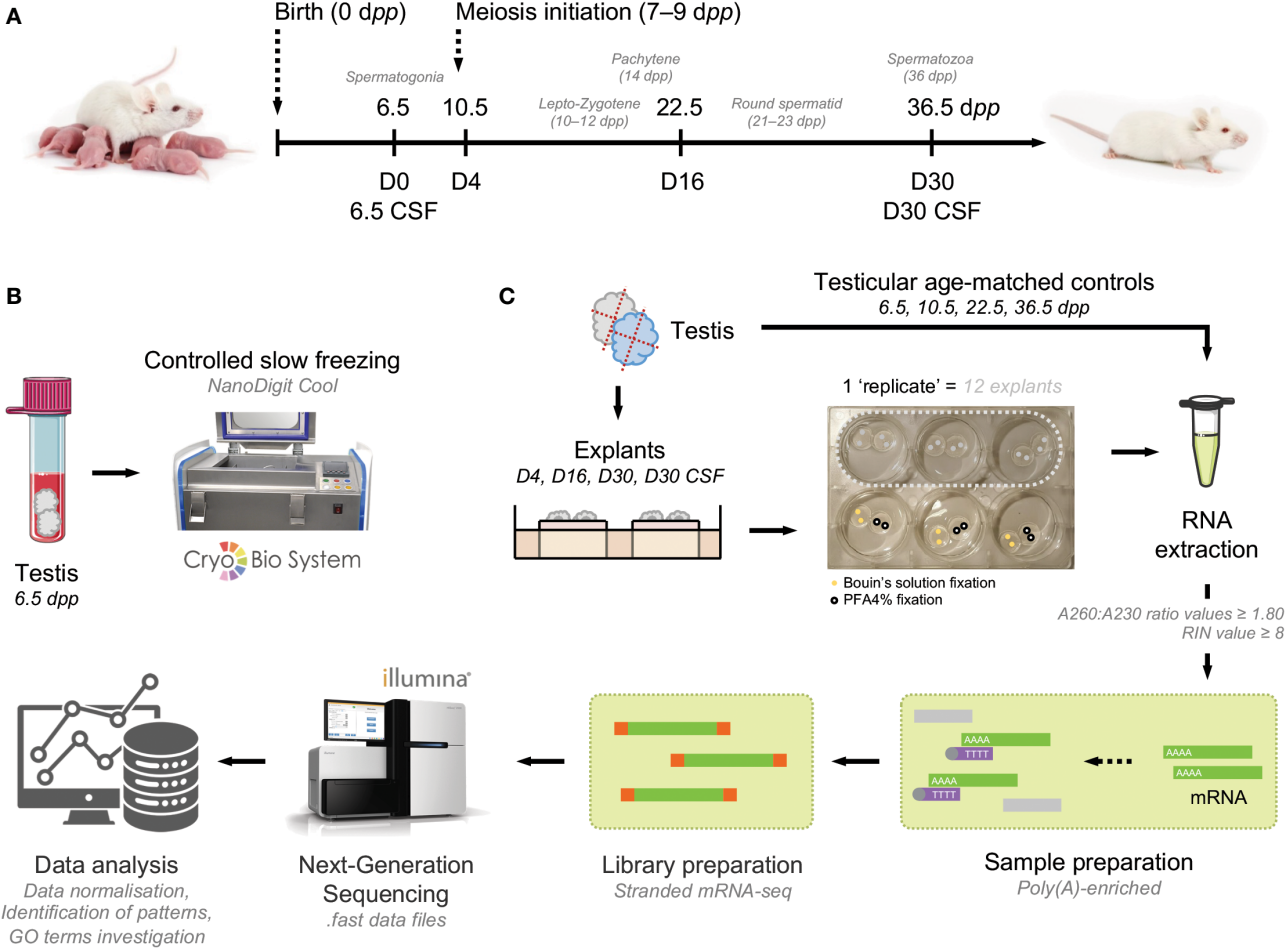
Flow chart of the study design. **(A)** Testicular fragments from 6.5 d*pp* mice were cultured from fresh or frozen-thawed testicular tissue with a medium composed of α-MEM, KSR, gentamycin, and Rol. These cultures were stopped at key time points of the first spermatogenic wave: D4, D16, and D30 for fresh tissue in order to evaluate the impact of *in vitro* culture and stopped at D30 for frozen-thawed tissue in order to evaluate the impact of cryopreservation procedure. Testes from mice of 6.5, 10.5, 22.5, and 36.5 d*pp* correspond to respective age-matched *in vivo* controls. **(B)** Frozen 6.5 d*pp* testicular tissue were cryopreserved by a controlled slow freezing procedure. **(C)** Samples were cut into 4 fragments of 0.75 mm^3^ and cultured onto a pair of agarose gels. Samples were fixed in Bouin’s solution for histological analyses (n=3×6 fragments per condition) and PFA4% for STRA8 immunofluorescence (n=3×6 fragments per condition). Then, in order to perform transcript analysis, RNAs from testicular explants (n=3×6 fragments per condition) as well as their respective *in vivo* controls (n=3×6 fragments per condition) were extracted. Sample and library preparations were carried out before illumina sequencing. Finally, a global genes bioinformatics analysis followed by a differential expression study and an annotation by enrichment with defined gene sets were performed. α-MEM, minimum essential medium Eagle; d*pp*, days *postpartum*; GO, gene ontology; KSR, knockout serum replacement; PFA, paraformaldehyde; Rol, retinol (vitamin A); RIN, RNA integrity number.

## Materials and methods

### Ethical approval and housing

The animal care and use committee of Rouen University (N/23-11-12/46/11-15) approved all experimental procedures performed in the study. CD-1^®^ IGS male mice (*Mus musculus*; Charles River Laboratories, L’Arbresle, France) were housed under a 12:12 hr light/dark cycle with controlled room temperature (23°C ± 3°C) and humidity (50% ± 20%). Water and food was provided *ad libitum*.

### Mice testicular tissue collection

To ensure that the seminiferous tubules contained no germ cells more advanced than gonocytes or spermatogonia, testes were obtained from 6.5-day-old CD-1 male mice. Indeed, from 3.5 to 5.5 d*pp*, gonocytes migrate from the centre to the peripheral region of the seminiferous tubules to become spermatogonia (23). Therefore, at 6.5 d*pp*, testicular tissue is made up of spermatogonia – identified with their localization adjacent of the basement membrane of the seminiferous tubules –. The tunica albuginea was immediately removed in a phenol red-free minimum essential medium alpha (α-MEM; 41061-029; Gibco^®^ by Thermo Fisher Scientific Inc., Waltham, Massachusetts, USA) maintained at 4°C.

### Controlled slow frozen cryopreservation

Testicular tissue cryopreservation was performed according to the protocols previously developed by our team for CSF (24). Briefly, the freezing media consisted of Leibovitz-L15 medium (L15; L5520; Sigma-Aldrich^®^, Saint-Quentin Fallavier, France) supplemented with 1.5 M of dimethylsulfoxide (DMSO; D8418; Sigma-Aldrich^®^), 0.05 M of sucrose (S1888; Sigma-Aldrich^®^), 3.4 mM of (±)-α-Tocopherol (vitamin E; T3251; Sigma-Aldrich^®^), and 10% (v/v) foetal calf serum (FCS; CVFSVF000U; Eurobio AbCys, Courtaboeuf, France). The testes were placed in a CryoTube^®^ containing 1.3 ml of cryoprotective medium and were equilibrated for 30 min at 4°C. Samples were frozen with a programmable freezer (Freezal^®^, Air Liquide^™^, Marne-la-Vallée, France): start at 5°C, -2°C/min to -9°C, temperature stabilization for 7 min, -0.3°C/min to -40°C, and finally -25°C/min to -150°C. Then, the samples were stored in liquid nitrogen.

Frozen testicular tissues were thawed 1 min at RT, during 3 min by incubation at 37°C in a thermostatic water bath and then successively incubated into four baths of thawing solutions with decreasing cryoprotective agent concentrations for 5 min at 4°C at each step: (i) 1.0 M DMSO, 0.05 M sucrose, 10% FCS; (ii) 0.5 M DMSO, 0.05 M sucrose, 10% FCS, (iii) 0.05 M sucrose, 10% FCS and (iv) L15, 10% FCS without cryoprotective agent.

### Testicular tissue culture and handling

Testicular explants were cultured according to the previously published *in vitro* culture technique (17). Because the robustness of a transcriptomic analysis will be enhanced if tissue samples are stabilized as soon as possible after excision, a maximum time interval of 20 min from manipulation (*in vivo* excision or *in vitro* removal of the central necrotic part area) to preservation (*e*.*g*., equilibration at 4°C before CSF) has been informally adopted to maintain the integrity of tissue components. Briefly, testicular fragments were cultured in 6-well plate (130184; Thermo Fisher Scientific Inc.). The culture media used for this study was a medium composed of α-MEM plus 10% (v/v) KnockOut™ serum replacement (KSR) (10828-010; Gibco^®^), 5 µg/mL gentamicin (G1397; Sigma-Aldrich^®^), and retinol (all-*trans* retinol; R7632; Sigma-Aldrich^®^) at a concentration of 10^-6^ M. An alternate supplementation of retinol (Rol) was performed every 8 days to mimic the physiological timing of entry into differentiation of spermatogonia. At D4, D16, and D30, testicular explants were pooled – after removal of the central necrotic part of the tissue representing about half of the mass of the explants – from 12 testicular tissue explants per biological replicate for the RNA-Seq study. Remaining testicular explants were used for evaluation of morphological and immunofluorescence evaluations. Testicular tissues from 6.5 d*pp* (fresh and cryopreserved), 8.5 d*pp*, 22.5 d*pp*, and 36.5 d*pp*, tissues were used at *in vivo* control counterparts.

### Histological and immunofluorescence analyses

#### Tissue fixation and processing

Tissues were fixed at RT, in Bouin’s solution (HT10132; Sigma-Aldrich^®^) and paraformaldéhyde (PFA, P6148; Sigma-Aldrich^®^) at 4% for 2 hr (explants) and overnight (testis). Then, tissues were dehydrated in a graded series of ethanol in the Citadel 2000 tissue processor (12612613, Thermo Fisher Scientific Inc.) and embedded in paraffin. Sections (3 µm thick) were cut using a microtome (JungRM 2035; Leica Microsystems^©^ GmbH, Wetzlar, Germany). Three serial tissue sections were mounted on each Polysine^®^ slide (J2800AMNZ; Thermo Fisher Scientific Inc.) who were coded for future blinded analysis. For each repetition of each experiment, two to three slides separated by a minimum interval of 45 µm were examined and quantify to obtain a more accurate and global assessment of the tissue. Evaluations were assessed on 30 cross-sectioned tubules per slide if possible.

#### Immunofluorescence stainings

All the antibodies used in this study for immunofluorescence techniques are presented in **Table S1** and washes were performed with phosphate buffer saline containing Tween (PBST). First, to assess the entry into meiosis initiation of intratubular cells, we carried out immunofluorescences with the stimulated by retinoic acid gene 8 (STRA8) protein. To unmask antigenic sites, tissue sections fixed in PFA4% were incubated in citrate buffer (T0050, Diapath) at 96°C for 40 min and cooled for 20 min at RT. To avoid nonspecific staining, sections were blocked with a solution of 5% bovine serum albumin (BSA) plus 5% horse serum (HS) for 30 min. Slides were then incubated for 90 min at RT with primary antibody. Then, sections were incubated with secondary antibody coupled to anti-rabbit biotin-conjugated. Finally, sections were incubated with an Alexa Fluor^®^ 594-conjugated streptavidin for 30 min at RT. Sections were rinsed, dehydrated with ethanol and mounted in Vectashield (H-1000, Vector laboratories, Burlingame, CA, USA) with Hoechst 33342 (B2261; Thermo Fisher Scientific Inc). Negative controls were performed with mouse or rabbit immunoglobulin G (IgG).

#### HES colorations and morphological evaluations

For testicular explants and corresponding controls fixed with Bouin’s solution, slides were stained with Hemalun eosin saffron (HES) to have an appreciation of testicular morphology and to appreciate the distinction of the different stages of the germ cells present within the seminiferous tubules over time. We assessed the average surface area of the seminiferous tubules, the number of cells per seminiferous tubule, the intratubular cell density, and the progression of spermatogenesis throughout key time points of the first spermatogenic wave. Images were observed under a light microscope (DM4000B^®^; Leica Microsystem^©^ GmbH) equipped with Leica Application Suite^®^ software (LAS^®^; Leica Microsystem^©^ GmbH).

### RNA extraction, library preparation and sequencing

#### RNA extraction

Total RNA was extracted from testicular samples using RNeasy Micro kit (74004; Qiagen, Courtabœuf, France) according to the manufacturer’s instructions and stored at -20°C until use. For *in vitro* cultured testicular explants, the central necrotic area (inherent of long-term culture system) was carefully removed before RNA extraction. To avoid contamination with genomic DNA, extracted RNA was incubated with two units of TURBO DNA-free™ kit (AM1907; Life Technologies™, Carlsbad, California, USA) for 45 min at 37°C. The amount and purity of the RNA samples were measured with a NanoDrop™ spectrophotometer (ND2000; NanoDrop™ Technologies, Wilmington, DE, USA). Only samples with A260:A230 ratio values ≥1.80 were chosen for further analysis. The RNA integrity was also analyzed by capillary gel electrophoresis on RNA 6000 Nano kit chips (5067-1511; Agilent Technologies, Courtabœuf, France) with the Agilent Bioanalyzer 2100 system (G2939BA; Agilent Technologies). Only those samples with an RNA Integrity Number (RIN) value ≥8 were chosen for further analysis. Total RNA extracted material were stocked in liquid nitrogen (LN_2_).

#### Library preparation

RNA-Seq libraries were generated from 800 ng of total RNA using TruSeq Stranded mRNA LT Sample Preparation Kit (20020595; Illumina^®^, San Diego, California, USA), according to manufacturer’s instructions. Briefly, following purification with poly(T)-oligo attached magnetic beads, the mRNA was fragmented using divalent cations at 94°C for 2 min. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing dTTP with dUTP during second strand cDNA synthesis using DNA Polymerase I and RNase H. Following addition of a single ‘A’ base and subsequent ligation of the adapter on double stranded cDNA fragments, the products were purified and enriched with PCR (30 sec at 98°C; [10 sec at 98°C, 30 sec at 60°C, 30 sec at 72°C] ×12 cycles; 5 min at 72°C) to create the cDNA library. Surplus PCR primers were further removed by purification using AMPure XP beads (A63881; Beckman-Coulter, Villepinte, France) and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis.

#### RNA-Sequencing

The prepared RNA samples were quantified on a Qubit™ Fluorometer (Q33226; Thermo Fisher Scientific Inc.) and adjusted to 800 ng. *Mus musculus* organism was chosen with mm10 as genome assembly. The library preparation used was SQ00/SIL-09-PE (for Stranded mRNA-Seq/standard quantity) with read length of SQ00/HS-1×50_40 (with 1×50 bases and an adapter size of 120 bp) and saved in .fastq data files. In total, 36 samples were run on an Illumina^®^ HiSeq 4000 Sequencing technology (SY-401-4001; Illumina^®^) for single-read 50 bp in Poly(A)-enriched mode. Image analysis and base calling were carried out using RTA v.2.7.7 and bcl2fastq v.2.17.1.14. The mRNA-Seq data are deposited at Sequence Read Archive (NCBI)^1^.

### Data preprocessing and exploration

#### Read mapping

Reads from each individual sample were aligned to the mm10 release of the mouse genome with STAR (version 2.5.2a) (25), using previously published approaches (26–30). Briefly, the STAR program was first run for each fastq file, using the RefSeq transcript annotation (GTF format) of the mouse genome (release mm10). Exon junction outputs were then added to a splice junction set. STAR was next run a second time, complemented by the splice junction dataset, to produce a final alignment file (BAM format) for each sample.

#### Transcriptome quantification

RefSeq transcripts were quantified with StringTie (version 1.3.3), with default settings applied (31). Transcript abundances were next normalized with Ballgown (available in the StringTie suite), expressed as reads per kilobase of exon model per million (RPKM).

#### Statistical filtration and clustering analysis

The statistical filtration of the genes showing a differential expression across experimental samples was performed using the Annotation, Mapping, Expression and Network (AMEN) suite of tools (32). We first selected 12,565 genes “detectable” or “expressed” genes, defined as those for which abundance levels exceeded 0.5 RPKM in at least one experimental condition (median value of sample duplicates). Next, we compared *in vitro vs*. *in vivo* (*i*.*e*., D4 *vs*. 10.5 d*pp*; D16 *vs*. 22.5 d*pp*; and D30 *vs*. 36.5 d*pp*) and fresh *vs*. frozen (6.5 d*pp* CSF *vs*. 6.5 d*pp* and D30 CSF *vs*. D30) testicular tissue samples and selected genes yielding at least one-fold change greater than or equal to 2.0 (median values of sample duplicates). A linear models for microarray data (LIMMA) statistical test was used to identify genes with significant abundance variations across samples (F-value adjusted with the FDR method: *P*<0.05) (33). The differentially expressed genes (DEGs) were clustered into eight (C1-C8) and five (F1-F8*) expression patterns with the unsupervised HCPC algorithm for *in vitro vs*. *in vivo* and fresh *vs*. frozen, respectively (34).

#### Functional profiling

The *g:GOSt* function was used to known functional information sources and detects statistically significantly enriched terms using *g:SCS* threshold fixed at 0.05. In order to consider only the elements that emerge from the batch for *in vitro vs*. *in vivo*, DEGs selected for this analysis have a p_adj_<6×10^-8^. The g:GOSt database versions used in the present study are Ensembl 104 and Ensembl Genomes 51^2^. In addition to GO Terms with the use of biological process (BP), cellular component (CC), and molecular function (MF)^3^, the g:GOSt includes pathways from Reactome (REAC)^4^, and WikiPathways (WP)^5^ up-to-date data sources.

### Differential expression bioinformatic analysis

#### Bioinformatics analysis

Reads were aligned against the reference genome (GRCm38) using STAR (2.7.3a; 25) with default parameters. Gene expression was then calculated with HTseq (0.12.4; 35) with *–mode intersection-nonempty*.

#### Principal component analysis and sample distance map

The raw count data from all samples were transformed with the varianceStabilizingTransformation (*vst*) function from DESeq2. We then calculated the Euclidean distance between samples on the transformed counts and the samples were then clustered using the R function *hclust*. We also performed a PCA on the vst transformed counts using the 500 most variable genes. The biological samples who did not meet the quality checks were therefore eliminated from this bioinformatic analysis.

#### Differential analysis fold-chance

Differential analysis was then performed with R, using DESeq2^6^. Each condition was compared to another, and raw p-values were adjusted by the method of Benjamini and Hochberg to control a false discovery rate (FDR) (36). DEGs selected for Volcano Plots analysis have a |Log_2_ fold change| greater or equal to 2.0 and a |Log_10_ p_adj_| greater or equal to 3.0.

#### KEGGs pathway

For KEGGs pathways evaluation, we considered genes with both a log2 fold-change of at least 1.5 and adjusted p-values under 0.001 as differentially expressed here. The *g:GOSt* function^7^ from R package *g:Profiler* was used to detect statistically significantly enriched terms.

### Packages and statistical analyses

Packages were implemented in the R statistical environment Team (2011 – R Foundation for Statistical Computing, Vienna, Austria. URL^8^). Other statistical analyses were performed with GraphPad Prism version 8.2.1 (279) (GraphPad Software, La Jolla, California). The Mann-Whitney test was used for unpaired rank comparisons and the nonparametric Wilcoxon test was used for paired rank comparisons determined by a unilateral one-tailed. The one-way ANOVA test was used for the evaluation of the assay’s reproducibility, followed by a Tukey’s multiple comparison *post-hoc* test. Histological and morphological data are presented as the means ± s.e.m. and a p-value *P*<0.05 was considered to be significant.

## Results

### Characterization of differentially expressed genes

#### *In vitro* culture-induced modifications in the testicular transcriptome

An initial analysis was performed to identify patterns with corresponding DEGs. Then, an analysis of pattern’s Gene Ontology (GO) Terms was carried out. Finally, an investigation of known testicular cell genes was settled to characterize biological samples and determine the potential impact of (i) *in vitro* culture and (ii) freezing procedure. Considering that *in vitro* culture does not allow achieving a spermatic yield similar to the physiological conditions observed *in vivo*, we wanted to examine the biological and molecular changes that differ throughout the first wave of spermatogenesis. To this end, we compared global gene expression between cultured testicular explants and physiological corresponding testicular tissue by RNA-Seq. 

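Testes of CD-1 mice were sequenced at 36.5, 22.5, 10.5 and 6.5 dpp, together with explants of 6.5 dpp testes, fresh or thawed after controlled slow freezing (CSF), that had been cultured for 4, 16 or 30 days, which match in age 10.5 dpp (D4), 22.5 dpp (D16) and 36.5 dpp (D30). For the differential analysis the authors counted single-end reads on genes with HTSeq after alignment to GRCm38 with STAR. They deposited these counts, without normalization, for 27466 genes under NCBI gene identifiers. Of these identifiers 27373 are in the annotation of GRCm38.p6 from which the positions given here were taken, and the others hold 0.0204% of the counts. The columns of 6.5 dpp fresh replicates 2 and 3 hold the same count for every gene and were counted as 1 library, which leaves 22 libraries of the 23 columns. There are 5 libraries at 6.5 dpp (2 fresh and 3 CSF), 3 at 10.5 dpp, 3 at 22.5 dpp, 2 at 36.5 dpp, 3 at D4, 2 at D16 and 4 at D30 (3 fresh and 1 CSF). Between 28351546 and 69029328 reads per library were counted on genes, with group medians from 36275972.5 at 36.5 dpp to 53252492.5 at 6.5 dpp fresh. Levels are given in CPM, computed on the library total without normalization factors, with the SD between libraries. A gene with at most 3 counts in each library of a group was taken to be at the floor of detection there, and its fold change against that group is not given. Counts of genes past a threshold include such genes, by their fitted values or CPM ratios. The library labelled 6.5 dpp fresh replicate 1 lay apart from the other 6.5 dpp libraries. Its Spearman correlation across genes, which are not independent replicates, was 0.981 with D16 replicate 1 and 0.846 with the other 6.5 dpp fresh library. Its label was kept. Mean levels of the 6.5 dpp group are given with and without it, and so are tests of the other groups where it changes a call, since all groups share 1 estimate of each gene's spread. Differentially expressed genes (DEGs) were called with edgeR's quasi-likelihood F test on TMM-normalized counts of 19277 genes, all libraries in 1 fit, at the thresholds the paper gives for its volcano plots, an absolute log2 fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.001. In place of the enrichment databases, which were not used here, 37 short gene lists were tested with limma's camera at a preset correlation between genes of 0.01, two-sided, with adjustment over the lists of each comparison. The lists, the genes named from them or from the paper, the tests of the comparisons and most alternative settings were fixed before the data were examined. Genes named for a small p were chosen on the results. So were the tests of explanations in the closing part, other than the random regroupings. Of the 132 list calls over the comparisons, 98 held under limma's fry and 13 with a correlation estimated from the data. When libraries were regrouped at random, 22 of 56 groupings for D4 against 6.5 dpp passed at least as many lists as the real one, itself included. For D4 against 10.5 dpp it was 2 of 10. A small p of camera therefore does not by itself show a difference beyond the spread between libraries.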

A clustering analysis on the resulting set of genes allowed us to highlight eight expression patterns (termed C1-8) for the impact of *in vitro* culture on the first spermatogenic wave (**Figures 2A, D**). 

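The genes tested for patterns differed between the 7 fresh groups in edgeR's F test (adjusted p under 0.05) and changed at least 2-fold between group medians in culture at 1 stage or more. Their mean log2 CPM per group was standardized gene by gene, reduced by principal components and clustered by Ward's method into 8 groups with k-means consolidation, the steps of the HCPC procedure. The clusters are numbered here from 1 to 8 in an order of their own. Cluster 1 (2655 genes) was highest at 10.5 dpp and lowest at 36.5 dpp, cluster 2 (392 genes) highest at 10.5 dpp and lowest at D30, and cluster 3 (2926 genes) highest at D4 and lowest at 36.5 dpp. Clusters 4 (912 genes) and 5 (511 genes) were highest at D30, with their lowest means at 36.5 dpp and 10.5 dpp. Clusters 6 (2085 genes), 7 (2077 genes) and 8 (1001 genes) were highest at 36.5 dpp. At 2-fold between medians, D30 exceeded 36.5 dpp in 2585 genes of cluster 1, 2883 of cluster 3 and 856 of cluster 4, and lay under it in 1102 genes of cluster 6, 1941 of cluster 7 and 889 of cluster 8. Of the alternatives, leaving out the library labelled 6.5 dpp fresh replicate 1 moved the clusters most, with 77.2% of the genes in the matching cluster, against 79.3% for Ward clustering without consolidation.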

A total of about 8,456 DEGs were shown between cultured testicular explants and *in vivo* controls (especially for genes related to advanced stages of spermatogenesis) (**Figure 2C**). 

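Of 19159 genes tested in the fresh libraries, 16213 differed between the groups (edgeR F test, adjusted p under 0.05), and 12559 of these also changed at least 2-fold between the medians of a culture and its age-matched control at 1 stage or more. At D4, 1279 of the 12559 genes were at least 2-fold higher and 1327 lower than at 10.5 dpp. At D16, 3365 were higher and 2890 lower than at 22.5 dpp, and at D30, 6927 were higher and 4040 lower than at 36.5 dpp. These medians are of CPM without normalization factors. With 2-fold between fitted means under TMM instead, 11981 genes were selected, of which 10785 are among the 12559. In that set the larger part was higher at D4 (1379 higher and 1263 lower). It was lower at D16 (2071 higher and 3404 lower) and at D30 (4958 higher and 5800 lower). Of the 12559 genes, 5154 were past 2-fold at D30 alone and 1183 at all 3 stages. The median is that of 2 or 3 libraries, so a change in 1 library can carry a gene past 2-fold. The filter on genes moved the count most: with at least 1 CPM in the median of a group it was 11351 of 17253 genes. Without the library labelled 6.5 dpp fresh replicate 1 it was 13136. The difference between stages was also tested itself, as the change in culture at D16 or D30 minus that at D4 (edgeR, absolute log2 difference of at least 2 and adjusted p of at most 0.001). It passed for 5 genes, all with a larger value at D16, and for 849 genes at D30, of which 507 had a larger and 342 a smaller value than at D4. Without the library labelled 6.5 dpp fresh replicate 1 these counts were 83 and 1834. Scaling by library size alone gave 2204 genes for D30. Leaving out any of the 6 libraries of D4 and 10.5 dpp lowered the count for D30 to between 453 and 476, and without 22.5 dpp replicate 2 the count for D16 was 10, against 3 without any other single library of D4, 10.5 dpp or 22.5 dpp. From these genes (Figure 2C), the paper states that the difference in culture lies above all in genes of the late stages of spermatogenesis.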

C1-C2, C3-C7, and C8 can be regrouped due to their broad expression profiles: cluster C1-C2 corresponds to 4,860 genes transiently expressed in the testis during its maturation and predominantly down-regulated in cultured tissues; cluster C3-C7 corresponds to 3,189 genes poorly expressed during the maturation process but up-regulated in cultured tissues, and cluster C8 corresponding to 407 genes highly expressed only at the end of *in vitro* culture.

**Figure 2:**
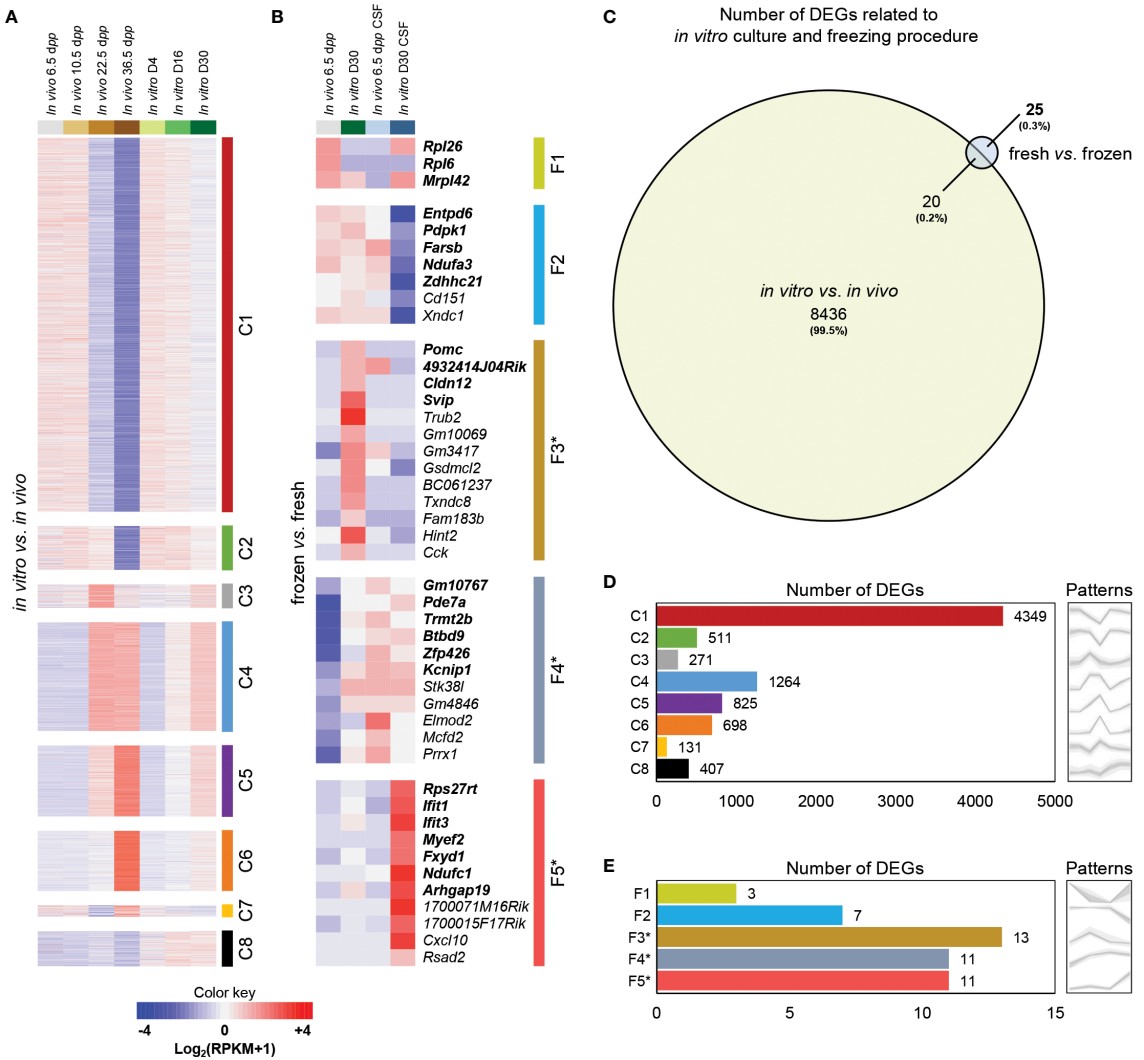
Global gene expression profiling of testicular tissue samples in response to *in vitro* culture or freezing procedures. False-color heatmap summarizing the patterns defining the global concentrations for transcripts across the entire sample set focused on the impact of *in vitro* culture **(A)** and freezing procedure **(B)**. Each row corresponds to the mean of biological replicate samples: *in vivo* 6.5 (fresh: n=3; CSF: n=2), 10.5 (n=3), 22.5 (n=3), 36.5 (n=2) d*pp*; *in vitro* D4 (n=3), D16 (n=2), and D30 (fresh tissue: n=3; CSF: n=1). C1 to C8 and F1 to F5* refer to the individual patterns for the impact of *in vitro* culture and freezing procedure, respectively. DEGs only present for fresh *vs*. frozen are in bold. Fold change values are shown with a red or blue background indicating up-regulation or down-regulation, respectively. A color key-scale is shown for standardized values in Log_2_(RPKM+1). **(C)** Area-proportional Venn Diagram showing the overlap of significantly DEGs in *in vitro vs*. *in vivo* (with 8436 uniquely mapped transcripts from a total of 8456 DEGs) compared to fresh *vs*. frozen (with only 25 uniquely mapped transcripts from a total of 45 DEGs). Numbers labeled in each part show the amount of the genes with the corresponding expression patterns. The number of significantly DEGs included in each pattern are shown for the impact of *in vitro* culture **(D)** and freezing procedure **(E)**. Grey patterns are the graphical visualization of the average expression levels of the several patterns (with the variations between repetitions). F3* (23.1%), F4* (18.2%), and F5* (18.2%) were patterns with a large proportion of DEGs starting with ‘Gm-’ or ending with ‘Rik’ who are predicted genes or annotated genes that do not have a canonical name (yet). Based on Ensembl biotype classifications in mouse (https://www.ensembl.org/Mus_musculus/Info/Index), genes starting with ‘Gm-’ or ending with ‘Rik’ include protein-coding RNAs, long non-coding RNAs, and antisense transcripts. Interestingly, genes with the ‘Gm’ prefix are enriched for pseudogenes. CSF, controlled slow freezing; DEGs, differentially expressed genes; d*pp*, days *postpartum*; RPKM, reads per kilobase million.

In order to investigate the molecular pathways involved in the alterations of the maturation process throughout *in vitro* culture, we performed a functional analysis based on a generic GO Terms enrichment on the expression patterns (**Figure S1A**). The patterns C1 (251 GO Terms) and C2 (107 GO Terms) were mainly related in general mechanisms such as cytoplasm, intracellular cell part and organelle, nucleus, metabolic biological processes, and protein binding. Interestingly, the pattern C3 (39 GO Terms) was linked to meiotic cell cycle, chromosome segregation, and nuclear division. 

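The list of meiotic prophase genes holds 25 genes of the synaptonemal complex and of recombination, among them Sycp1 (Entrez 20957, chromosome 3 from 102818499 to 102936100). Of the 25 genes, 14 were changed in culture, and 7 of these lay in cluster 6, whose mean rises from 10.5 to 22.5 dpp. In vivo, 22 of 25 genes were higher at 22.5 than at 10.5 dpp (camera, adjusted p = 0.00151, and between 4.32e-06 and 0.531 over its alternatives). In culture, 23 of 25 genes were lower at D16 than at 22.5 dpp (adjusted p = 0.00542, and between 0.000542 and 0.569 over its alternatives). At D4, 18 of 25 genes were higher than at 10.5 dpp (adjusted p = 0.018, and between 0.000666 and 0.721 over its alternatives). Sycp1 had 352 ± 112 CPM (SD, n = 3) at 22.5 dpp and 233 ± 50.7 CPM (SD, n = 2) at D16, a log2 fold change of -0.73 (standard error 0.58, adjusted p = 0.43).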

A strong up-regulation of genes associated with this pattern can be observed at 22.5 d*pp* (**Figures 2A, D**), a timing during which pachytene spermatocytes I perform their strict pairing of homologous chromosomes and when recombination form allows crossing-over. The pattern C4 (26 GO Terms) was associated with cilium, sperm motility, microtubule activity, and CatSper complex. These Terms are strongly up-regulated at 22.5 and 36.5 d*pp*, representing the initiation of gene expression necessary for spermiogenesis (a late stage of spermatogenesis that remains highly impaired in culture). 

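The sperm calcium channel CatSper was followed through 11 subunit genes, of which 10 were changed in culture and 9 lay in cluster 6. Catspere1 (Entrez 631584, chromosome 1 from 177808419 to 177962253) had 0.0991 ± 0.0365 CPM (SD, n = 3) at 10.5 dpp, 123 ± 20.5 CPM (SD, n = 3) at 22.5 dpp and 64.7 ± 0.940 CPM (SD, n = 2) at 36.5 dpp. In culture it had 0.152 ± 0.0488 CPM (SD, n = 3) at D4, 61.4 ± 5.09 CPM (SD, n = 2) at D16 and 60.2 ± 24.0 CPM (SD, n = 4) at D30. From 10.5 to 22.5 dpp it showed a log2 fold change of 10.55 (standard error 2.64, adjusted p = 0.00358), which passed the threshold without the library labelled 6.5 dpp fresh replicate 1 (adjusted p = 9.41e-11, and between 1.69e-91 and 0.0189 over its alternatives). All CatSper genes of the list rose in vivo, in that 11 of 11 genes were higher at 22.5 than at 10.5 dpp (camera, adjusted p = 0.000134, and between 3.19e-10 and 0.419 over its alternatives). At D16, 11 of 11 genes were lower than at 22.5 dpp, with an adjusted p of 0.101 in the fit of all libraries and of 7e-04 without the library labelled 6.5 dpp fresh replicate 1, between 7e-04 and 0.664 over its alternatives. From profiles of this kind, the paper states that the gene expression needed for spermiogenesis begins at 22.5 dpp and that this late stage remains impaired in culture.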

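Among 14 genes of the acrosome, the vesicle of the sperm head, 13 were changed in culture, of which 10 lay in cluster 6 and 3 in cluster 7. The 26 genes of the flagellum and axoneme were all changed in culture, with 22 in cluster 6 and 4 in cluster 7. Acr (Entrez 11434, chromosome 15 from 89568326 to 89578853), the acrosin gene, had 129 ± 44.7 CPM (SD, n = 3) at 22.5 dpp, 238 ± 10.3 CPM (SD, n = 2) at 36.5 dpp, 61.6 ± 44.9 CPM (SD, n = 2) at D16 and 79.0 ± 33.8 CPM (SD, n = 4) at D30. From 22.5 to 36.5 dpp it showed a log2 fold change of 1.36 (standard error 1.94, adjusted p = 0.612). Akap4 (Entrez 11643, chromosome X from 7067515 to 7078609), which encodes an anchoring protein of the flagellum, rose from 60.2 ± 39.6 CPM (SD, n = 3) at 22.5 dpp to 2496 ± 386 CPM (SD, n = 2) at 36.5 dpp, a log2 fold change of 5.83 (standard error 1.85, adjusted p = 0.019). Against 22.5 dpp, 14 of 14 genes were lower at D16 in the acrosome list (camera, adjusted p = 0.0245, and between 7e-04 and 0.654 over its alternatives).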

As expected, the pattern C5 (10 GO Terms) corresponding to the majority cell population of elongated flagellated spermatids at 36.5 d*pp* was related to sperm part, spermatogenesis, acrosome vesicle, and reproduction. The pattern C7 (4 GO Terms) was linked to cytoplasmic part and ion binding. The pattern C8 (102 GO Terms) was associated to response to stress, inflammatory response, immune system process, and cytokine production. Mostly up-regulated for D16 and D30, these transcriptional data suggest an important inflammatory response of the testicular explants during *in vitro* culture.

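Clusters 4 and 5 have their highest mean at D30. Of the 22 cytokine and chemokine genes changed in culture, 13 lay in cluster 4 and 3 in cluster 5. Of the 13 NF-kB target genes changed in culture, 8 lay in cluster 4 and 1 in cluster 5. At D16, 12 of 15 genes were higher than at 22.5 dpp among the NF-kB targets (camera, adjusted p = 0.00319, and between 7.57e-05 and 0.343 over its alternatives). At D30, 18 of 23 genes were higher than at 36.5 dpp among the cytokines and chemokines (adjusted p = 0.00438, and between 7.39e-08 and 0.513 over its alternatives), and 21 of 23 genes were higher in the interferon response (adjusted p = 0.00438, and between 0.00339 and 0.589 over its alternatives). Il33 (Entrez 77125, chromosome 19 from 29925113 to 29960718), a cytokine gene of the list, had 8.12 ± 1.46 CPM (SD, n = 2) at D16 and 11.5 ± 1.82 CPM (SD, n = 4) at D30, against 4.74 ± 0.615 CPM (SD, n = 3) at 22.5 dpp and 1.92 ± 0.390 CPM (SD, n = 2) at 36.5 dpp. The paper proposes from these patterns that culture brings an inflammatory response of the explants. The mean of the peritubular and blood vessel genes Bgn, Dcn and Acta2 was higher in culture too. It was 370 ± 48 CPM at D16 against 165 ± 36 CPM at 22.5 dpp, and 398 ± 88.5 CPM at D30 against 55.5 ± 27 CPM at 36.5 dpp. Leydig cell transcripts were lower. A smaller share of germ cell transcripts could thus raise Il33 and lists of somatic genes at these stages, and was not separated from inflammation here.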

#### Minimal impact of freezing in the testicular transcriptome

Five patterns were highlighted for the impact of freezing procedure (**Figures 2B, E**). 

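At 6.5 dpp, 3 CSF libraries were compared with 2 fresh libraries by edgeR, in a fit of all libraries with fresh and CSF tissue apart, at a 2-fold change and an adjusted p under 0.05. This gave 152 genes higher and 2312 lower in CSF tissue out of 19770 tested, with 6571 genes at an unadjusted p under 0.05. No count was taken without the library labelled 6.5 dpp fresh replicate 1, since 1 fresh library would be left. In a comparison adjusted for stage, which adds the D30 fresh and CSF libraries, 0 genes passed with it (1882 at an unadjusted p under 0.05) and 0 without it (407 at an unadjusted p under 0.05). No count was taken without fresh replicate 2 either, and without CSF replicate 2 or CSF replicate 3 the count fell to 1065 and 1169 genes. The fit of the 6.5 dpp libraries alone moved the count as far as the adjustment for stage, to 0 genes (1362 at an unadjusted p under 0.05). Of the 25 genes that the paper assigns to freezing alone, 2 passed, adjusted over all genes tested, and 2 when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Svip (Entrez 75744, chromosome 7 from 51997161 to 52006018) had 128 and 16.9 CPM in the 2 fresh libraries and 19.3 ± 2.62 CPM (SD, n = 3) in CSF tissue, a log2 fold change of -2.05 (standard error 0.61, adjusted p = 0.0371). Against fresh replicate 2 alone its log2 fold change was 0.24 (no test). Arhgap19 (Entrez 71085, chromosome 19 from 41766588 to 41802084) had 223 and 102 CPM in fresh tissue and 80.6 ± 30.0 CPM (SD, n = 3) in CSF tissue, a log2 fold change of -1.15 (standard error 0.34, adjusted p = 0.0351), and of -0.32 against fresh replicate 2 alone. In each of the 2 genes the higher of the fresh values is that of the library labelled 6.5 dpp fresh replicate 1, and the call was lost without CSF replicate 2 (adjusted p = 0.0902 and 0.0726) and without CSF replicate 3 (adjusted p = 0.0778 and 0.121). That of Svip was also lost without CSF replicate 1 (adjusted p = 0.0671), while Arhgap19 then had an adjusted p of 0.0324. Over the alternatives with a test, the adjusted p lay between 0.016 and 0.919 for Svip and between 0.0203 and 0.904 for Arhgap19. The list as a whole did not pass (camera, 14 of 25 genes higher in CSF tissue, adjusted p = 0.491, and between 0.493 and 0.942 over its alternatives).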

A total of only 25 specific genes were considered as differentially expressed between cryopreserved and fresh tissues without the impact of *in vitro* culture (**Figure 2C**): Cluster F1 (*Rpl26*, *Rpl6*, *Mrpl42*), Cluster F2 (*Entpd6*, *Pdpk1*, *Farsb*, *Ndufa3*, *Zdhhc21*), Cluster F3* (*Pomc*, *4932414J04Rik*, *Cldn12*, *Svip*), Cluster F4* (*Gm10767*, *Pde7a*, *Trmt2b*, *Btbd9*, *Zfp426*, *Kcnip1*), Cluster F5* (*Rps27rt*, *Ifit1*, *Ifit3*, *Myef2*, *Fxyd1*, *Ndufc1*, *Arhgap19*). This functional enrichment analysis revealed a high number of overlapping genes (20 DEGs; 44,5%) between freezing procedure and *in vitro* culture impact. These observations suggest a minor impact of the freezing protocol used to cryopreserve prepubertal testicular tissues.

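The 20 genes that the paper assigns both to freezing and to culture (Figure 2B) include 8 that passed at 6.5 dpp, adjusted over all genes tested, and 9 when adjusted over the list alone. In the comparison adjusted for stage 0 of them passed. Of the 20, 11 were at least 2-fold apart between CSF tissue and the mean of both fresh libraries, and 3 of these 11 between CSF tissue and fresh replicate 2 alone, where 3 others were at the floor of detection on both sides. In 3 genes all 3 CSF libraries lay above fresh replicate 2 and in 5 below it. As a list they did not pass (camera, 14 of 20 genes lower in CSF tissue, adjusted p = 0.428, and between 0.262 and 0.759 over its alternatives).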

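After 30 days of culture there is 1 library from frozen tissue, so no test was made and its values were placed against the range of the 3 D30 fresh libraries. Of 15536 genes, 46.1% lay outside that range, where 50% would by chance, and 0.914% lay more than 2-fold outside it. The same count for each D30 fresh library against the other 3 libraries gave 44.4% and 0.328% for replicate 1, 41.6% and 0.193% for replicate 2, and 67.9% and 5.91% for replicate 3. Among the 25 genes assigned to freezing, the D30 CSF library lay above the fresh range in 8 and below it in 7. Among the 20 genes assigned to freezing and culture it lay above in 7 and below in 3. At 6.5 dpp, with the library labelled 6.5 dpp fresh replicate 1 left out of the reference, fresh replicate 2 lay outside the range of the 3 CSF libraries in 34.7% of 14069 genes and more than 2-fold outside it in 0.291%. Each CSF library against the other 3 libraries gave 55.7% and 0.327% for replicate 1, 23.6% and 0.213% for replicate 2, and 86% and 21.9% for replicate 3, which widens the CSF range. From the small number of genes it assigns to freezing, the paper proposes that the freezing protocol has a minor impact on prepubertal tissue.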

For the impact of freezing procedure, the patterns F1 (6 GO Terms), F3* (1 GO Terms), and F5* (3 GO Terms) were associated to ribosome, regulation of appetite, and response to interferon/defense, respectively (**Figure S1B**). 

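Rpl26 (Entrez 19941, chromosome 11 from 68901566 to 68904534), a ribosomal protein gene, had 70.6 CPM in fresh replicate 2 and 1.57 CPM in the library labelled 6.5 dpp fresh replicate 1, and 4.02 ± 2.36 CPM (SD, n = 3) in the CSF libraries. Its log2 fold change was -3.10 (standard error 1.25, edgeR, adjusted p = 0.0995). Against the library labelled 6.5 dpp fresh replicate 1 alone the log2 fold change had the other sign, 1.20 (no test). Across all 22 libraries Rpl26 took either a low level, from 1.46 to 6.67 CPM in 16 libraries, or a high level, from 25.8 to 70.6 CPM in 6 libraries, and 1 of the 4 frozen and 5 of the 18 fresh libraries were high. Rpl6 (Entrez 19988, chromosome 5 from 121204501 to 121209241) had 12.9 and 37.5 CPM in fresh and 49.0 ± 13.5 CPM (SD, n = 3) in CSF tissue, a log2 fold change of 0.96 (standard error 0.38, adjusted p = 0.0925) and of 0.45 against fresh replicate 2 alone. A list of 5 ribosomal protein genes and pseudogenes did not pass (camera, 4 of 5 genes higher in CSF tissue, adjusted p = 0.0902, and between 0.0951 and 0.563 over its alternatives), and neither did the interferon response at 6.5 dpp (17 of 23 genes lower in CSF tissue, adjusted p = 0.491, and between 0.493 and 0.877 over its alternatives). Of all 37 lists, 6 passed at 6.5 dpp, 1 higher and 5 lower in CSF tissue. Under fry or with an estimated correlation 0 passed.

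**Figure D1:**
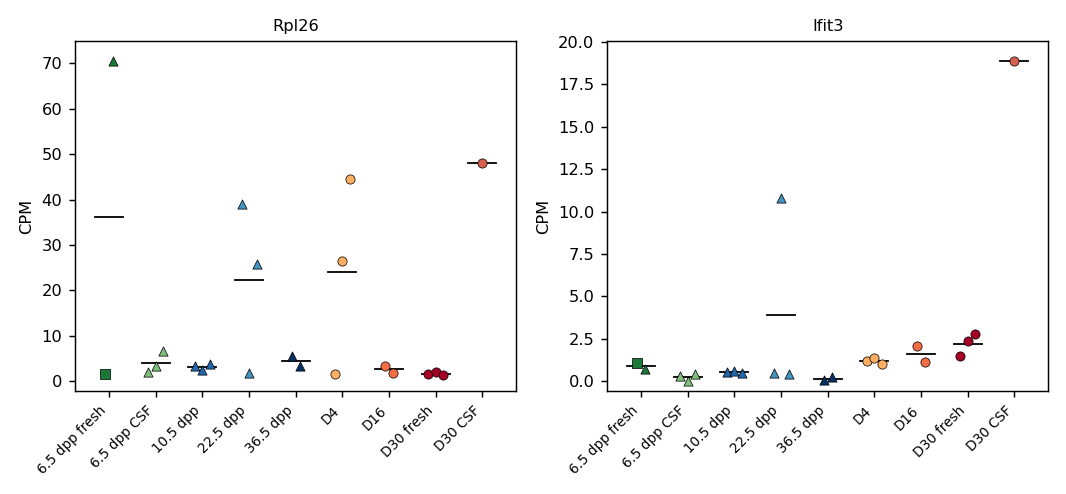
Rpl26 and Ifit3 levels in CPM on linear axes for each condition, with 1 point per library and a line at the mean of the condition. The square is the library labelled 6.5 dpp fresh replicate 1, and the Rpl26 points lie either at 1.46 to 6.67 CPM or at 25.8 to 70.6 CPM.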

The interpretation of these data is relatively complex due to the low number of GO Terms per pattern. However, although freezing has very limited impact on testicular tissue, we observe a weak response of frozen and cultured testicular tissue through a delicate persistent response to external aggression.

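The interferon response list was higher in the D30 CSF library than in each of the 3 D30 fresh libraries in 22 of 23 genes, where chance gives 25%. The mean CPM of the list there was 2.07 times the mean of the D30 fresh libraries. There is no second frozen library at D30 to test this against. Within 22.5 dpp, where no library was frozen, replicate 2 was higher than both other libraries in 22 of the 23 genes, where chance gives 33.3%. At 6.5 dpp, the CSF mean of the list was 0.907 times that of fresh replicate 2. Ifit1 (Entrez 15957, chromosome 19 from 34640889 to 34650009) had 32.0 CPM (n = 1) at D30 CSF and 4.46 ± 1.03 CPM (SD, n = 3) at D30 fresh, and Ifit3 (Entrez 15959, chromosome 19 from 34583119 to 34588982) had 18.9 CPM (n = 1) and 2.22 ± 0.653 CPM (SD, n = 3).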

### Meiotic progression and differentiation of germ cells

#### Meiosis initiation and germ cell differentiation

The presence of the onset of meiotic prophase retinoic acid protein STRA8 into seminiferous tubules follows the same dynamics *in vitro* as *in vivo*. However, a lower proportion of STRA8-expressing seminiferous tubules is observed in culture at D4 (17.2 ± 5.28) and D16 (19.5 ± 2.21) compared to 10.5 (33.6 ± 2.06; *P*<0.001) and 22.5 d*pp* (19.5 ± 4.95; *P*<0.01) (**Figures 3B, C** **)**. Freezing procedure does not prevent entry into meiosis of spermatogonia before or after *in vitro* culture (*P*≥0.05) (**Figure 3D**).

**Figure 3:**
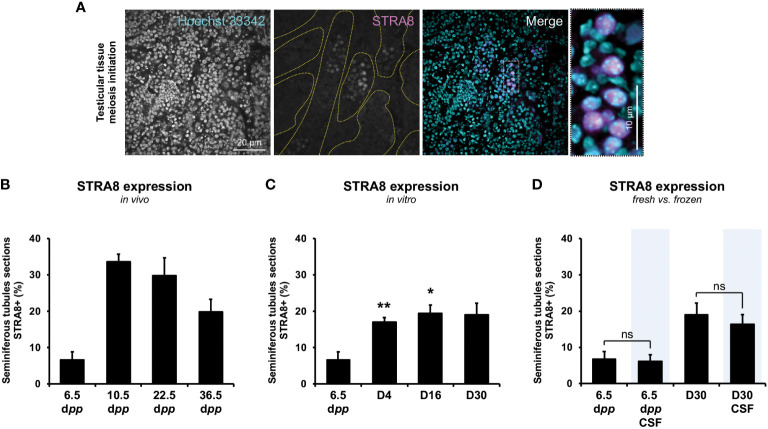
Evaluation of the onset of meiosis initiation throughout the first spermatogenic wave. The presence of STRA8 **(A)**, a protein enabling the initiation of the transition between mitosis and meiosis, was assessed throughout the first spermatogenic wave for *in vivo* testicular tissues **(B)** and *in vitro* testicular explants obtained throughout 30-day-organ culture **(C)** (n=3×6 fragments per condition ×3 slides ×30 seminiferous tubules) at D4, D16, and D30. Representative data of STRA8 staining is presented. A comparison between fresh and frozen prepubertal testicular explants was assessed at the beginning (6.5 d*pp*) and the end (D30 and D30 CSF) of the culture **(D)**. Testes from mice aged of 6.5, 10.5, 22.5, and 36.5 d*pp* were used as age-matched corresponding *in vivo* control (n=3 testis ×3 slides ×30 seminiferous tubules). Seminiferous tubules were delimited with dotted yellow lines. Magnification ×200 (with additional ×5 numerical zoom for micrographs); scale bar: 20 μm (or 10 μm for zoomed micrographs). Kruskal-Wallis tests followed with Dunn’s post-test were applied for **(A–C)** and Mann-Whitney tests was applied for statistical analyses. Data are expressed as mean ± s.e.m. *P<0.05; **P<0.01. CSF, controlled slow freezing; d*pp*, days *postpartum*; ns, not significant; STRA8, stimulated by retinoic acid gene 8.

#### Morphological analysis and germ cell transcripts

Regarding the kinetics of the first wave of spermatogenesis, there is a delay at D4 in the timing of entry of germ cells into meiosis with a lower percentage of seminiferous tubules containing Leptotene/Zygotene spermatocyte I cells (59.5 ± 4.24%) in comparison to 10.5 d*pp* (81.7 ± 4.54%; *P*<0.0001) (**Figures 4A** and **C_1,2_**). A lower number of seminiferous tubules were observed with haploid cells *in vitro* at D16 (34.4 ± 7.43% for round spermatids) and D30 (36.5 ± 5.71% for round spermatids and 24.7 ± 4.69% for elongated spermatids) than *in vivo* at 22.5 (8.10 ± 0.74% for round spermatids; *P*<0.0001) and 36.5 d*pp* (100 ± 0.00% for round spermatids and elongated spermatids; *P*<0.0001), respectively (**Figures 4A** and **C_1,2_**). In addition, we observed an increase in intratubular cell density at D4 for the tissue cultured *in vitro* (11.4 ± 0.14 cells/1000 µm²) compared to *in vivo* at 10.5 d*pp* (8.10 ± 0.74 cells/1000 µm²; *P*<0.0001) (**Figures 4A** and **C_1,2_**). This observation is due to the fact that testicular explants have a lower seminiferous tubule expansion as well as a lower entry into meiosis, resulting in a higher cell number per µm². This observation is counterbalanced with a strong reduction in cell density at D30 for tissue grown *in vitro* (5.29 ± 0.20 cells/1000 µm²) compared to *in vivo* at 36.5 d*pp* (7.53 ± 0.44 cells/1000 µm²; *P*<0.01) (**Figures 4_C1-2_**). These observations could be explained by a lower proliferation of germ cells in culture while suggesting a well-known mechanism of disappearance by autophagy of maturing cells that have difficulty passing the pachytene checkpoint.

**Figure 4:**
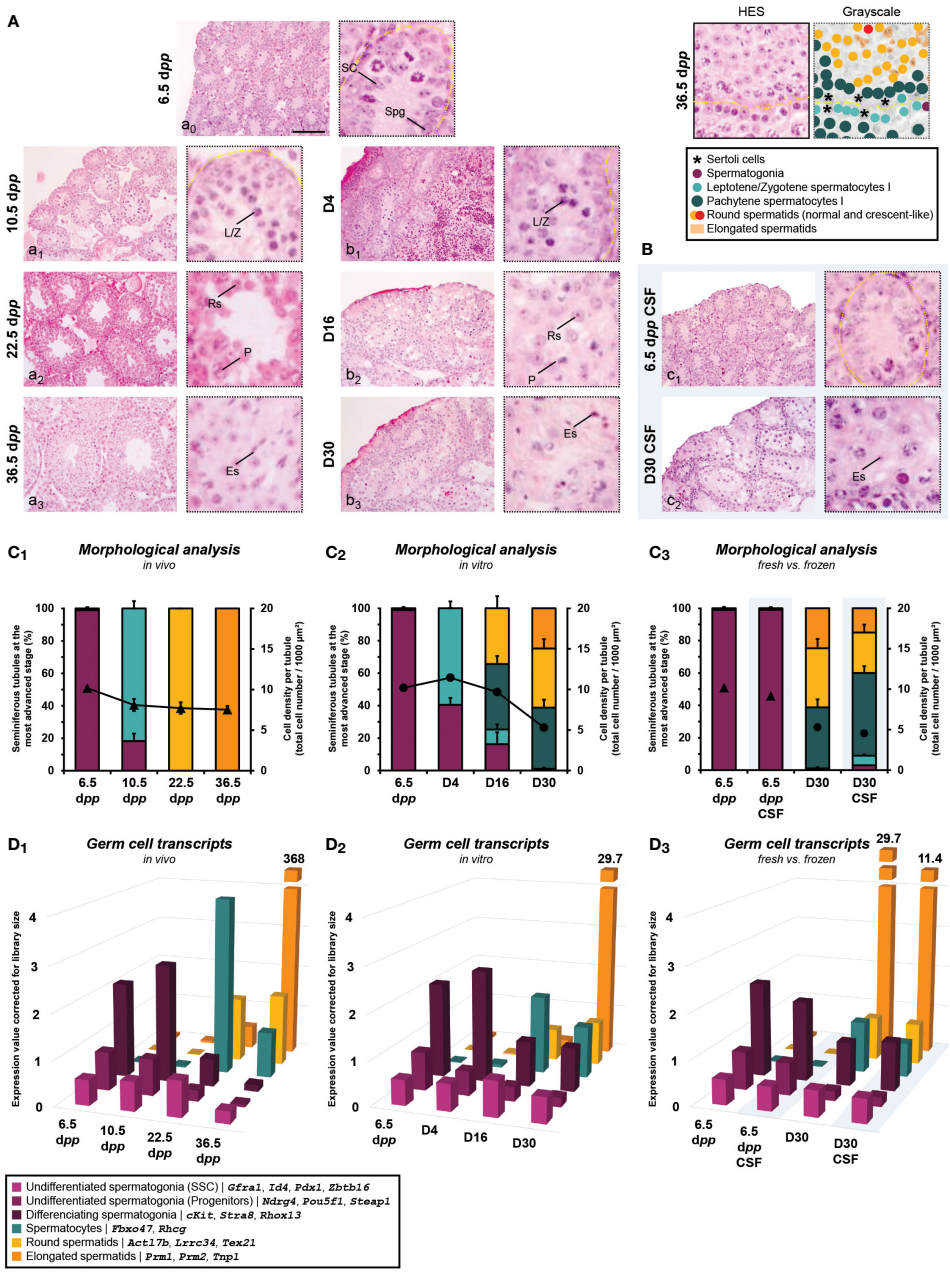
Testicular tissue assessment during the first wave of spermatogenesis. Histological analysis performed in HES of *postpartum in vivo* testicular tissues **(A, a_0_-_3_)** (n=3 testis ×3 slides ×30 seminiferous tubules) and testicular explants obtained throughout *in vitro* 30-day-organ culture of fresh **(A, b_1_-_3_)** or frozen **(**by CSF; **B, c_1_-_2_)** tissues (n=3×6 fragments per condition ×3 slides ×30 seminiferous tubules). Magnification ×200 (with additional ×5 numerical zoom for micrographs); scale bar: 100 μm. The percentage of seminiferous tubules containing differentiated germ cells at the most advanced stage and cell density per tubule (▲, *in vivo*; ●, *in vitro*) were evaluated for *in vivo* **(C_1_)**, *in vitro* **(C_2_)**, and fresh *vs*. frozen **(C_3_)**. Data are presented as mean ± s.e.m. RNA-Seq data of known genes corresponding to specific germ cell stages were presented to have a relative comparison of different germ cell types between several conditions within *in vivo* testicular tissues **(D_1_)**, *in vitro* explants **(D_2_)** and fresh *vs*. frozen **(D_3_)**. Data are presented as mean expression values corrected to library size. CSF, controlled slow freezing; d*pp*, days *postpartum*; Es, elongated spermatid; HES, hemalun eosin saffron; L/Z, lepto-zygotene spermatocyte I; P, pachytene spermatocyte I; Rs, round spermatid; SC, Sertoli cell; Spg, spermatogonia.

Regarding the impact of freezing procedure, a lower number of seminiferous tubules were observed with haploid cells at D30 CSF (25.0 ± 4.89% for round spermatids) than at D30 (36.5 ± 5.71% for round spermatids; *P*<0.05) (**Figures 4A, B** and **C_3_**). Regarding the cell density obtained after culture of frozen or fresh tissue, no difference could be observed (*P*≥0.05*)* (**Figures 4A, B** and **C_3_**). These observations suggest that testicular tissue freezing does not have a major impact on the first wave of spermatogenesis initiation and development.

Although the proportions of germ cells transcripts were globally comparable between the *in vitro* cultures and the age-matched controls *in vivo*, we observed a small decrease in spermatocyte-related transcripts observed at D16 (1.77) compared to 22.5 d*pp* (4.00) (**Figures 4D_1-2_**). In addition, the levels of protamines (*Prm1*, *Prm2*) and spermatid nuclear transition protein 1 (*Tnp1*) expressions drop at the end of the *in vitro* cultured condition (29.7) (**Figures 4D_2_**) and even more from frozen tissue (11.4) (**Figures 4D_3_**) compared to *in vivo* age-matched controls (368) (**Figures 4D_1_**). This observation highlights the low yield of spermatogenesis obtained under non-physiological conditions.

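The level of each cell type was taken as the mean CPM of the paper's marker genes and compared on the log2 scale. The spermatocyte markers Fbxo47 (Entrez 72973, chromosome 11 from 97850311 to 97884386) and Rhcg (Entrez 56315, chromosome 7 from 79593363 to 79617657) had a mean of 16 ± 7.32 CPM (SD, n = 2) at D16 and 35.2 ± 5.61 CPM (SD, n = 3) at 22.5 dpp (ratio 0.455, exact permutation test, two-sided, p = 0.1, the smallest p allowed being 0.1). The 2 D16 libraries had 21.2 and 10.8 CPM and the 3 libraries at 22.5 dpp from 28.8 to 39.4 CPM. At D4 the spermatocyte level was 11.7 ± 0.764 CPM (SD, n = 3) against 5.53 ± 1.08 CPM (SD, n = 3) at 10.5 dpp (ratio 2.12, exact permutation test, two-sided, p = 0.1, the smallest p allowed being 0.1). At D30 it was 22.1 ± 8.9 CPM (SD, n = 4), and 28.8 ± 4.55 CPM (SD, n = 2) at 36.5 dpp (ratio 0.766, exact permutation test, two-sided, p = 0.533, the smallest p allowed being 0.0667). For round spermatids (Actl7b, Lrrc34, Tex21), D16 had 49.2 ± 48.1 CPM (SD, n = 2) and 22.5 dpp 70.8 ± 20.7 CPM (SD, n = 3) (ratio 0.695, exact permutation test, two-sided, p = 0.6, the smallest p allowed being 0.1). Without D16 replicate 1, the alternative that moved these ratios most, the log2 ratio of the round spermatid markers at D16 was -2.22 in place of -0.525, and without D16 replicate 2 it was 0.23, with the other sign. At D30 they were at 61 ± 26.8 CPM (SD, n = 4) against 219 ± 88.4 CPM (SD, n = 2) at 36.5 dpp (ratio 0.279, exact permutation test, two-sided, p = 0.0667, the smallest p allowed being 0.0667). Markers of spermatogonial stem cells (Gfra1, Id4, Pdx1, Zbtb16) had 28.6 ± 0.776 CPM (SD, n = 3) at D4 and 33.1 ± 4.38 CPM (SD, n = 3) at 10.5 dpp (ratio 0.864, exact permutation test, two-sided, p = 0.3, the smallest p allowed being 0.1). Progenitor markers (Ndrg4, Pou5f1, Steap1) had 28 ± 2.19 CPM (SD, n = 3) against 43.6 ± 1.83 CPM (SD, n = 3) (ratio 0.642, exact permutation test, two-sided, p = 0.1, the smallest p allowed being 0.1), and markers of differentiating spermatogonia (Kit, Stra8, Rhox13) had 109 ± 12.5 CPM (SD, n = 3) against 128 ± 4.67 CPM (SD, n = 3) (ratio 0.856, exact permutation test, two-sided, p = 0.1, the smallest p allowed being 0.1). At D30 the markers of differentiating spermatogonia were at 51 ± 6.38 CPM (SD, n = 4), and at 15.2 ± 1.91 CPM (SD, n = 2) at 36.5 dpp (ratio 3.35, exact permutation test, two-sided, p = 0.0667, the smallest p allowed being 0.0667). With DESeq2's size factors the log2 ratio of the differentiating spermatogonia at D30 against 36.5 dpp was 0.84 in place of 1.74.

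**Figure D2:**
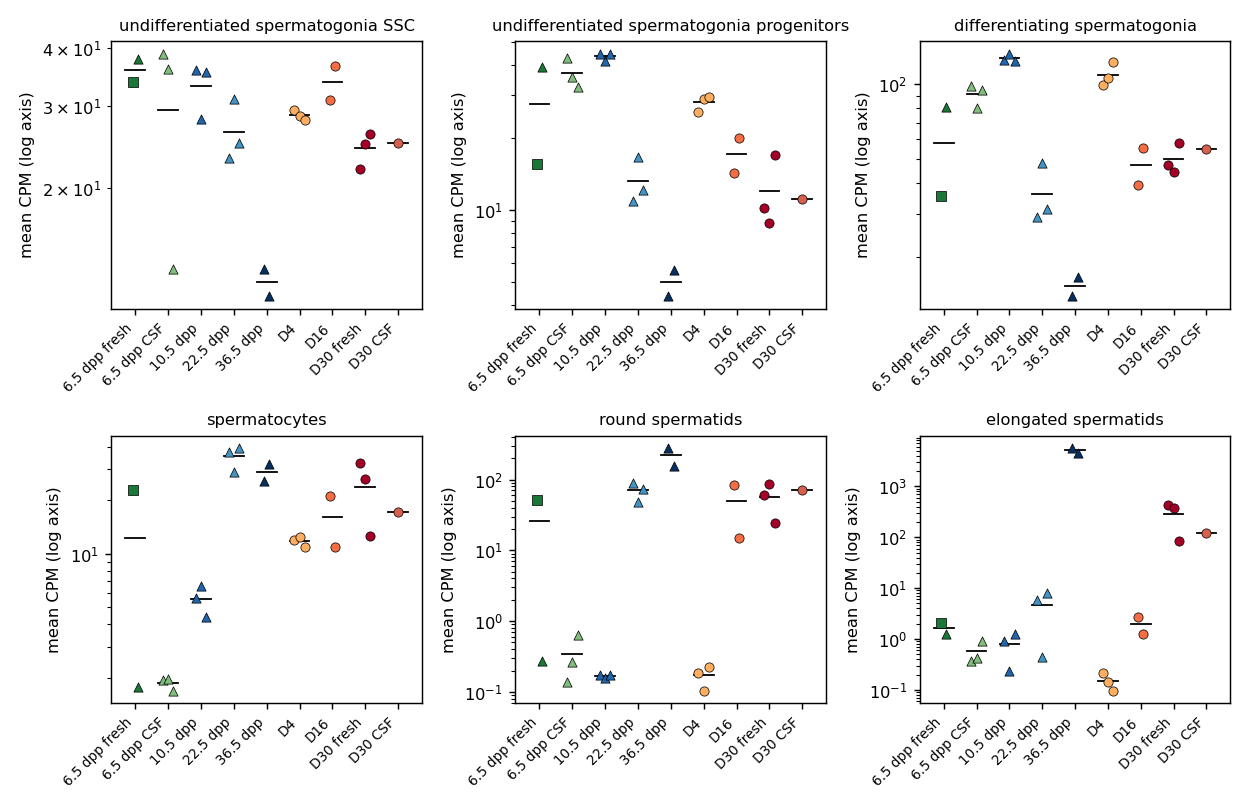
Mean CPM (log axis) of the marker genes of 6 germ cell types for each condition, with 1 point per library and a line at the mean of the condition. The square is the library labelled 6.5 dpp fresh replicate 1, whose spermatocyte and round spermatid markers lie at 22.8 and 51.8 CPM.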

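The elongated spermatid markers are genes of the sperm nucleus, Prm1 (Entrez 19118, chromosome 16 from 10796332 to 10796823), Prm2 (Entrez 19119, chromosome 16 from 10791377 to 10792105) and Tnp1 (Entrez 21958, chromosome 1 from 73015074 to 73015899). Their mean was 5150 ± 846 CPM (SD, n = 2) at 36.5 dpp, 293 CPM in the D30 fresh libraries (425.8, 369.7 and 84.02 CPM, n = 3) and 119 CPM (n = 1) in the D30 CSF library. The ratio of D30 fresh to 36.5 dpp was 0.0569 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 2 allow). For all 4 D30 libraries Prm1 had a log2 fold change of -4.98 (standard error 1.03, adjusted p = 0.000712), Prm2 a log2 fold change of -5.03 (standard error 1.20, adjusted p = 0.00213) and Tnp1 a log2 fold change of -4.87 (standard error 0.98, adjusted p = 0.000568). With 1 D30 library left out, Prm1 and Tnp1 were past the threshold in none of 4 fits, at adjusted p from 0.0016 to 0.00322 and from 0.00104 to 0.00267, while Prm2 passed without the library labelled 6.5 dpp fresh replicate 1 (adjusted p = 0.000299, and between 1.99e-05 and 0.00848 over its alternatives). D30 was still above D16, where the 3 markers had 2 ± 1.07 CPM (SD, n = 2) (ratio of D30 fresh to D16 146, exact permutation test, two-sided, p = 0.1, the smallest possible).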

#### Expression value of testicular cells corrected for library size

In our experimental setup, the RNA of whole testis or pool of testicular explants were used for sequencing. Because the study of the testis is not limited to germ cells, we studied transcripts derived from somatic testicular cell. In addition to germ cells transcripts (*Ddx4*, *Prm1*, *Prm2*) and in order to understand the contribution of somatic cells in the gene expression differences, we analyzed the expression of Sertoli (*Vim*, *Gata4*, *Ar*, *Amh*, *Sox9*), Leydig (*Cyp17a1*, *Cyp11a1*, *Hsd3b1*, *Ccn5*), and peritubular and blood vessel transcripts (*Bgn*, *Dcn*, *Acta2*) cells genes.

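The Sertoli cell transcript Amh (Entrez 11705, chromosome 10 from 80805240 to 80807679) had 4.10 ± 0.967 CPM (SD, n = 2) at 36.5 dpp and 443 ± 242 CPM (SD, n = 5) at 6.5 dpp (542 ± 107 CPM (SD, n = 4) without the library labelled 6.5 dpp fresh replicate 1), a log2 fold change of -6.01 (standard error 0.75, adjusted p = 3.19e-06) with that library in the fit. Peritubular and blood vessel transcripts (Bgn, Dcn, Acta2) had 506 ± 216 CPM (SD, n = 5) at 6.5 dpp, 583 ± 149 CPM (SD, n = 4) there without the library labelled 6.5 dpp fresh replicate 1, 469 ± 23.1 CPM (SD, n = 3) at 10.5 dpp, 165 ± 36 CPM (SD, n = 3) at 22.5 dpp and 55.5 ± 27 CPM (SD, n = 2) at 36.5 dpp, with ratios of 0.353 and 0.335 for the last 2 steps (exact permutation tests, two-sided, p = 0.1 for each, the smallest p that these group sizes allow). Since CPM are shares of a library's total, a rise of germ cell transcripts lowers every somatic level alike. The changes here were not alike. From 6.5 to 36.5 dpp, with all 5 libraries of 6.5 dpp, Amh fell from 443 to 4.10 CPM and peritubular and blood vessel transcripts from 506 to 55.5 CPM. Leydig cell transcripts (Cyp17a1, Cyp11a1, Hsd3b1, Ccn5) rose from 138 to 366 CPM. Such dilution is therefore not the whole cause.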

For *in vivo*, the expression of genes related to Sertoli cells (**Figure 5A_1_**) and peritubular and blood vessel transcripts (**Figure 5C_1_**) decreased during the first wave of spermatogenesis, possibly reflecting the increase in germ cell population, especially at 36.5 d*pp* with a large presence of spermatids (**Figure 5D_1_**). The analysis of the expression of Leydig cells specific genes show no global difference across the first wave, although we observed an increase of the expression of Cytochrome P450 gene *Cyp17a1* at 36.5 d*pp* (**Figure 5B_1_**). 

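Leydig cell transcripts (Cyp17a1, Cyp11a1, Hsd3b1, Ccn5) had a mean of 138 ± 70 CPM (SD, n = 5) at 6.5 dpp (167 ± 28.6 CPM (SD, n = 4) without the library labelled 6.5 dpp fresh replicate 1), 234 ± 25 CPM (SD, n = 3) at 10.5 dpp, 200 ± 8.11 CPM (SD, n = 3) at 22.5 dpp and 366 ± 65.6 CPM (SD, n = 2) at 36.5 dpp. The step from 22.5 to 36.5 dpp had a ratio of 1.84 (exact permutation test, two-sided, p = 0.1, the smallest possible). Cyp17a1 (Entrez 13074, chromosome 19 from 46667165 to 46673000) had 350.2 ± 23.0 CPM (SD, n = 3) at 10.5 dpp, 310.2 ± 43.7 CPM (SD, n = 3) at 22.5 dpp and 821 ± 134 CPM (SD, n = 2) at 36.5 dpp. From 22.5 to 36.5 dpp it showed a log2 fold change of 1.90 (standard error 0.68, adjusted p = 0.0345), short of both thresholds of a DEG, and under DESeq2 without the library labelled 6.5 dpp fresh replicate 1 it was past them (log2 fold change 2.09, adjusted p = 1.35e-08, and between 1.35e-08 and 0.112 over its alternatives).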

For *in vitro* culture, equivalent profiles were observed with a lower cell-dilution effect (**Figures 5A_2_, B_2_**, and **C_2_**) due to a lower spermatic yield. However, *Cyp17a1* expression did not increase at D4 and throughout the culture while the Leydig cell marker *Hsd3b1* is still present at levels comparable to those *in vivo*, suggesting a defective maturation of the Leydig cells *in vitro*. 

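Cyp17a1 had 14.4 ± 3.58 CPM (SD, n = 3) at D4, 13.9 ± 1.44 CPM (SD, n = 2) at D16 and 34.1 ± 11.3 CPM (SD, n = 4) at D30, and 138 ± 84.3 CPM (SD, n = 5) at the start of culture (171 ± 48.8 CPM (SD, n = 4) without the library labelled 6.5 dpp fresh replicate 1). Against the age-matched controls it showed a log2 fold change of -4.52 (standard error 0.71, adjusted p = 0.0019) at D4, a log2 fold change of -4.64 (standard error 0.85, adjusted p = 0.00233) at D16 and a log2 fold change of -5.23 (standard error 0.67, adjusted p = 9.55e-06) at D30. The values at D4 and D16 passed the threshold of 0.001 without the library labelled 6.5 dpp fresh replicate 1 (adjusted p = 7.34e-08 and 6.56e-07, with ranges over the alternatives from 1.77e-46 to 0.0196 and from 7.51e-40 to 0.00981). Hsd3b1 (Entrez 15492, chromosome 3 from 98842356 to 98859794) had 256 ± 77.7 CPM (SD, n = 3) at D4 and 383 ± 41.5 CPM (SD, n = 3) at 10.5 dpp, a log2 fold change of -0.50 (standard error 0.46, adjusted p = 0.799). It had 110.3 ± 4.41 CPM (SD, n = 2) at D16 and 197 ± 37.9 CPM (SD, n = 3) at 22.5 dpp, a log2 fold change of -0.98 (standard error 0.53, adjusted p = 0.24), and 187 ± 47.0 CPM (SD, n = 4) at D30 and 215 ± 56.4 CPM (SD, n = 2) at 36.5 dpp, a log2 fold change of -0.84 (standard error 0.47, adjusted p = 0.138). From the low Cyp17a1 beside Hsd3b1 at levels it calls comparable, the paper proposes that Leydig cells mature defectively in vitro.

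**Figure D3:**
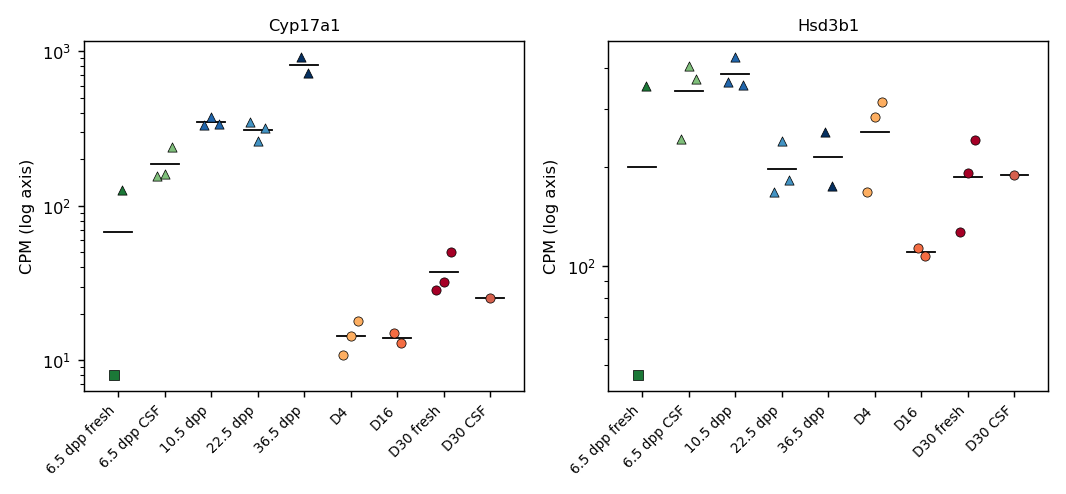
Cyp17a1 and Hsd3b1 levels in CPM on log axes for each condition, with 1 point per library and a line at the mean of the condition. The square is the library labelled 6.5 dpp fresh replicate 1. Cyp17a1 lies at 14.4 CPM at D4, 13.9 CPM at D16 and 34.1 CPM at D30.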

Besides, despite the fact that we pooled 12 testicular tissue explants per biological replicate for *in vitro* conditions, we observed a rather important variability in the expression of genes related to highly differentiated germ cells (*Prm1*, *Prm2*) (**Figure 5D_2_**). 

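Prm1 was measured at 328, 318 and 67.2 CPM in D30 fresh replicates 1, 2 and 3, and Prm2 at 680, 432 and 129 CPM. The D30 CSF library had 87.8 CPM of Prm1 and 144 CPM of Prm2. At 36.5 dpp the pair of libraries had 5161 and 3144 CPM of Prm1. At D16 the round spermatid markers had 83.2 and 15.2 CPM in the 2 libraries.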

Concerning the comparison between fresh and frozen tissue, the expression levels of the studied genes are not different from a somatic cell point of view (**Figures 5A_3_, B_3_**, and **C_3_**). 

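Leydig cell transcripts at 6.5 dpp were at 168 ± 35.1 CPM (SD, n = 3) in CSF tissue and 93.6 ± 103 CPM (SD, n = 2) in fresh tissue (ratio 1.79, exact permutation test, two-sided, p = 0.2, the smallest p allowed being 0.1), with 21.0 CPM in the library labelled 6.5 dpp fresh replicate 1 and 166 CPM in the other fresh library. For peritubular and blood vessel transcripts the values were 610 ± 170 CPM (SD, n = 3) and 350 ± 216 CPM (SD, n = 2) (ratio 1.74, exact permutation test, two-sided, p = 0.3, the smallest p allowed being 0.1), again with the lower fresh value, 197 CPM, in the library labelled 6.5 dpp fresh replicate 1. At D30, the CSF library had 74 CPM of Leydig cell transcripts, where the D30 fresh libraries had 83.8 ± 31.7 CPM (SD, n = 3). Its 483 CPM of peritubular and blood vessel transcripts lay above the 3 D30 fresh libraries, which had from 289 to 456 CPM. With 1 CSF library no test was made.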

Regarding germ cells, a lower yield of spermatogenesis is observed (**Figure D_3_**).

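In the D30 CSF library the elongated spermatid markers lay within the range of the D30 fresh libraries, at 0.405 of their mean. Its spermatocyte markers were at 17.2 CPM (n = 1), where the D30 fresh libraries had from 12.5 to 32.3 CPM, and its round spermatid markers at 71.4 CPM (n = 1), where they had from 24.6 to 87.8 CPM. The markers of differentiating spermatogonia had 54.6 CPM (n = 1) and a fresh range from 44.1 to 57.9 CPM. No difference from fresh tissue in these 4 lists was outside the spread of the D30 fresh libraries.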

**Figure 5:**
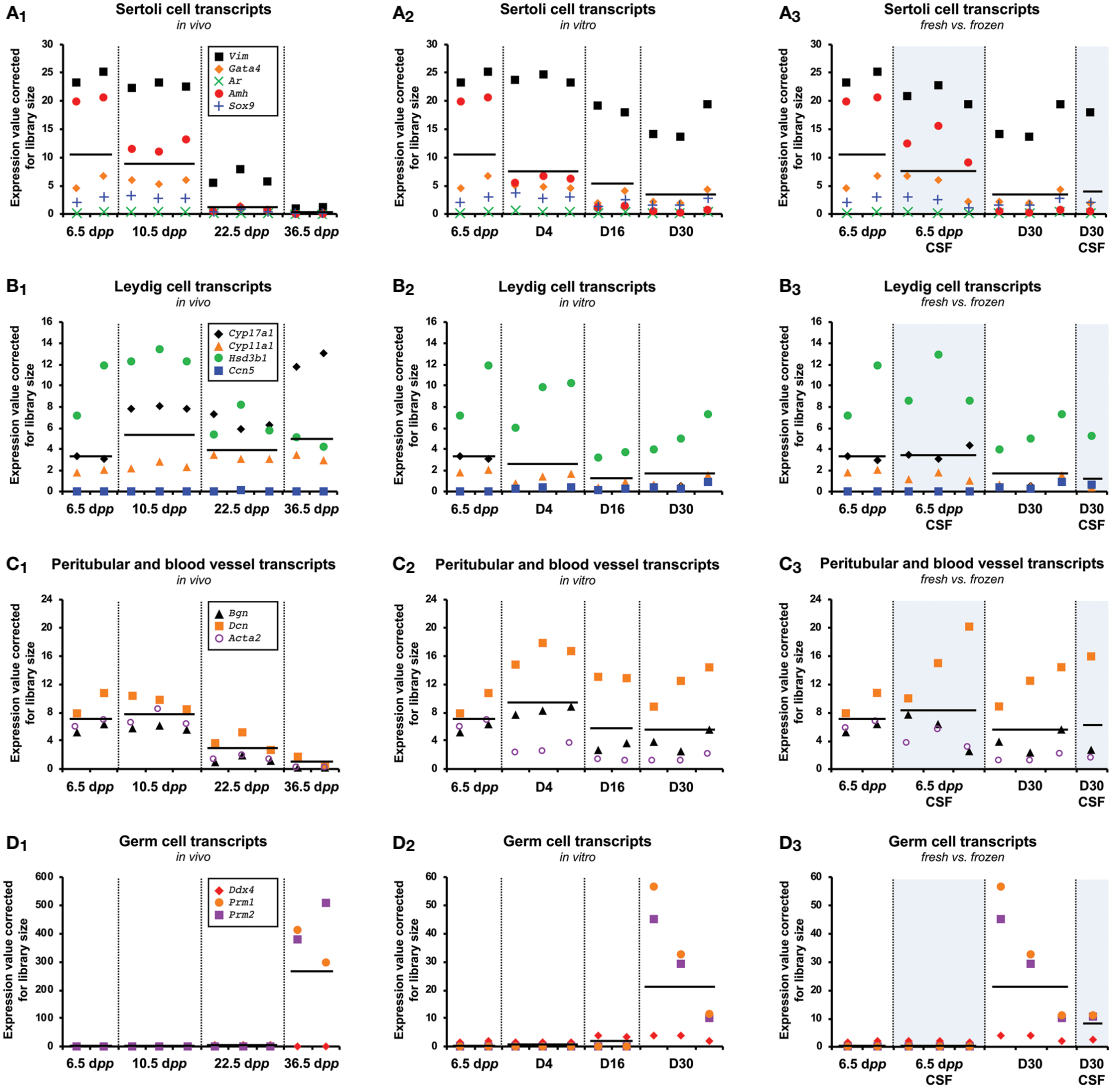
Cell gene expression during the first spermatogenic wave. Known Sertoli (*Vim*, *Gata4*, *Ar*, *Amh*, *Sox9*) **(A_1-3_)**, Leydig (*Cyp17a1*, *Cyp11a1*, *Hsd3b1*, *Ccn5*) **(B_1-3_)**, peritubular/blood vessel (*Bgn*, *Dcn*, *Acta2*) **(C_1-3_)**, and germ cell (*Ddx4)*/elongated spermatids (*Prm1*, *Prm2*) **(D_1-3_)** markers expressed in the testis or testicular explants during the first wave of spermatogenesis for *in vivo* **(A_1_, B_1_, C_1_, D_1_)**, *in vitro* **(A_2_, B_2_, C_2_, D_2_)** and fresh *vs*. frozen **(A_3_, B_3_, C_3_, D_3_)** samples. Horizontal black lines indicate the mean expression values in each group. CSF, controlled slow freezing; d*pp*, days *postpartum*.

### Characterization of the Relationship between *in vitro* and *in vivo*

We observed a successful maturation *in vitro* of the testicular tissue with respect to the physiological kinetics of testicular maturation (**Figure 6A**). Explants matured until D4 and D10 gathered with 6.5 and 10.5 d*pp* age-matched *in vivo* controls. In addition, cultures from D16 gathered with 22.5 d*pp*. However, we noticed that testicular tissues at D30 do not cluster with their corresponding 36 d*pp* age-matched *in vivo* controls and are grouped with the D16 (and the 22.5 d*pp*). Therefore, we observed an overall expression profile of tissues cultured to D30 comparable to that of a D16, suggesting an abnormal kinetic in maturation between D16 and D30. 

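The distance between libraries was the Euclidean distance over all genes after DESeq2's variance stabilizing transformation, and the libraries were clustered with hclust. With the tree divided into 3 clusters, 1 cluster held the libraries of 6.5 dpp other than the library labelled 6.5 dpp fresh replicate 1, of 10.5 dpp and of D4. For each D4 library the nearest in vivo library was of 10.5 dpp. The mean distance of the D4 libraries to 10.5 dpp was 0.628 ± 0.0133 (SD, n = 3) of that to 6.5 dpp, and 0.736 ± 0.0102 (SD, n = 3) without the library labelled 6.5 dpp fresh replicate 1. The alternative that moved this ratio most was the use of the 500 most variable genes (0.357 ± 0.0174, SD, n = 3). The mean distance between 2 libraries of the same group was 41.8 at D4 and 39.2 at 10.5 dpp, and each D4 library was 78 or more from its nearest 10.5 dpp library. D10 cultures were not analysed here.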

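The cluster of 22.5 dpp held the 3 libraries of that age, both D16 libraries, the 4 D30 libraries and the library labelled 6.5 dpp fresh replicate 1. The nearest library to D16 replicate 1 was the library labelled 6.5 dpp fresh replicate 1, at a distance of 71, and the nearest to D16 replicate 2 was D30 fresh replicate 3, at 101. Among in vivo libraries other than the library labelled 6.5 dpp fresh replicate 1, the nearest to each D16 library was 22.5 dpp replicate 2, at 106 and 122. The D16 libraries lay 123 apart. The ratio of the distance to 22.5 dpp over that to 10.5 dpp was 0.764 ± 0.364 (SD, n = 2), from 0.506 in 1 library to 1.02 in the other, so that 1 of the 2 D16 libraries was as far from 22.5 dpp as from 10.5 dpp.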

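With the tree divided into 2 clusters, the pair of 36.5 dpp libraries stood apart from the 20 others. Each D30 library was nearest to another cultured library, and its nearest in vivo library, with the library labelled 6.5 dpp fresh replicate 1 left aside, was of 22.5 dpp, at distances from 120 to 136. The library left aside was at 112 from the D30 CSF library and 92.9 from the closest D30 fresh library. The distance of the D30 libraries to 36.5 dpp was 1.82 ± 0.052 (SD, n = 4) times that to 22.5 dpp, with values from 1.76 to 1.88.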

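The D30 libraries were 2.17 ± 0.483 times as far from 36.5 dpp as from D16 (SD, n = 4), from 1.76 to 2.78. On the log2(CPM + 1) scale this ratio was 2.37, with the 500 most variable genes 1.49 and with 1 minus the Spearman correlation 3.02. From the grouping of D30 with D16, the paper proposes that maturation between D16 and D30 follows an abnormal kinetic.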

For explants grown from frozen or fresh tissue, no difference was observed, suggesting once again that freezing have no harmful impact on the fate of the cryopreserve testicular tissue.

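The nearest library to the D30 CSF library was D30 fresh replicate 2, at a distance of 72, where the D30 fresh libraries lay from 61.9 to 110 apart. At 6.5 dpp, CSF replicates 1 and 2 were nearest to fresh replicate 2, at 51.4 and 55.5, while CSF replicate 3 was 111 from its nearest library. The 2 fresh libraries of 6.5 dpp lay 229 apart, since the library labelled 6.5 dpp fresh replicate 1 was nearest to a D16 library.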

**Figure 6:**
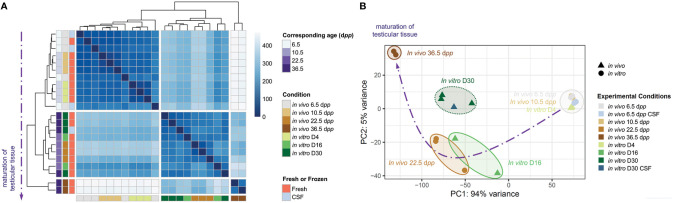
Assessment of the maturation of testicular tissue at key stages of the first spermatogenic wave. **(A)** Correlation map representing all biological samples conditions and repetitions. Each row corresponds to the mean of biological replicate samples: *in vivo* 6.5 (fresh: n=3; CSF: n=2), 10.5 (n=3), 22.5 (n=3), 36.5 (n=2) d*pp*; *in vitro* D4 (n=3), D16 (n=2), and D30 (fresh tissue: n=3; CSF: n=1). A kinetic evolution curve of the transcriptome of maturing testicular tissues is represented in dotted purple arrow. **(B)** Principal component analysis (PCA). Representation of the clusters on the map of the gene expression dataset are plotted by the first two principal components (PC) PC1 (94% variance) and PC2 (5% variance). The position of individual samples is indicated in the PCA individual factor map by colored spots which indicate *in vivo* testicular tissues controls (▲) and *in vitro* explants (●) cultured from fresh or frozen tissues. Five separate clusters of samples are represented with ellipse delimitations. CSF, controlled slow freezing; d*pp*, days *postpartum*.

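Counts were transformed with DESeq2's variance stabilizing transformation, and the 500 most variable genes were used without further scaling. PC1 carried 93.7% and PC2 4.97% of the variance over the 22 libraries. The choice of genes moved these shares most: with all genes that have at least 10 counts they were 75.8% and 9.22%. Among the in vivo groups, PC1 ran from -84.55 (mean of 6.5 dpp CSF, n = 3) and -81.57 (10.5 dpp, n = 3) to 67.12 (22.5 dpp, n = 3) and 130.3 (36.5 dpp, n = 2). The library labelled 6.5 dpp fresh replicate 1 had a PC1 score of 51.73 and a PC2 score of 21.71, where the other 6.5 dpp fresh library had -80.55 and -9.096. The sign of a component is arbitrary, so only the order of the groups along it carries meaning.

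**Figure D4:**
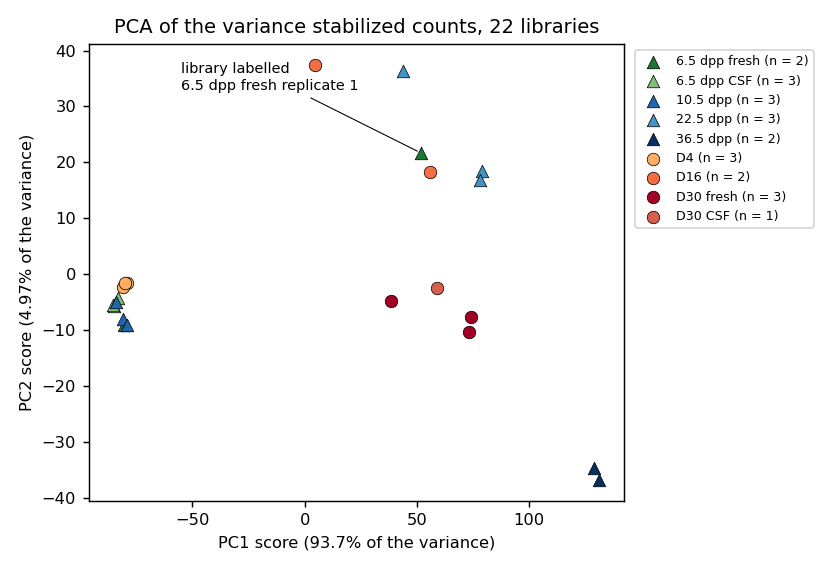
Scores of the 22 libraries on PC1 (93.7% of the variance) and PC2 (4.97%), with 1 point per library, triangles for tissue in vivo and circles for cultured tissue. The library labelled 6.5 dpp fresh replicate 1 is marked at a PC1 score of 51.73.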

We performed a principal component analysis (PCA) for the transcriptome data and draw a 2-dimensional plot for principle component (PC) 1 (94% variance) and PC2 (5% variance) (**Figure 6B**). As well, the kinetics of the first wave of spermatogenesis is respected *in vitro*. Indeed, the different times corresponding to the advancement of spermatogenesis are grouped in the form of clusters. 

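D4 libraries had PC1 scores from -80.96 to -79.34 and PC2 scores from -2.249 to -1.616 (n = 3). The 10.5 dpp libraries ran from -84.27 to -79.26 on PC1 and from -9.154 to -4.917 on PC2 (n = 3). The ranges overlapped on PC1 and did not on PC2, where chance gives 10% for 3 libraries against 3.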

PC1 and PC2 scores of *in vitro* D4 samples were similar to those of corresponding *in vivo* 10.5 d*pp* testis samples. While PC1 scores are similar between *in vitro* D16 and corresponding 22.5 d*pp*, PC2 scores are a bit higher than *in vivo* counterparts. 

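On PC1 the 2 D16 libraries had 4.734 and 56.15, and the 3 libraries of 22.5 dpp from 43.89 to 79.05. On PC2 D16 had 18.34 and 37.46 and 22.5 dpp from 16.84 to 36.37. The group means of PC2 were 27.9 at D16 and 23.91 at 22.5 dpp, a difference smaller than the range within either group.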

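D30 fresh libraries had PC1 scores from 38.46 to 74.1 (mean 61.89, n = 3) and PC2 scores from -10.34 to -4.761 (mean -7.618). At 36.5 dpp the scores were 129 and 131.5 on PC1 and -36.84 and -34.77 on PC2. On PC2 the D30 fresh libraries lay between those of 22.5 dpp (mean 23.91) and those of 36.5 dpp. Their PC1 scores overlapped those of 22.5 dpp, from 43.89 to 79.05.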

Regarding the timing corresponding to the end of the first wave of spermatogenesis, *in vitro* D30 samples were left behind in comparison to 36.5 d*pp* with higher PC1 and lower PC2 scores. As far as fresh or frozen conditions are concerned, they are grouped in the same clusters. However, *in vitro* culture tends to be delayed between D16 and D30 in comparison to age-matched *in vivo* controls.

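The D30 CSF library had a PC1 score of 59.19, within the range of the D30 fresh libraries, and a PC2 score of -2.52, above their highest. The 6.5 dpp CSF libraries had PC1 scores from -85.42 to -83.03 and PC2 scores from -5.693 to -4.322. These lie near 6.5 dpp fresh replicate 2 and far from the library labelled 6.5 dpp fresh replicate 1.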

Considering the fact that the freezing procedure showed only a minimal impact on gene expression and in order to have a greater power of analysis to compare the different timings of spermatogenesis, the frozen tissues were grouped with their fresh correspondents for further investigations.

### Expression kinetics of the first wave of spermatogenesis

#### Physiological first spermatogenic wave kinetic

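Between 6.5 and 10.5 dpp, 0 genes were DEGs and 2692 had an unadjusted p under 0.05. Without the library labelled 6.5 dpp fresh replicate 1 there were 2 DEGs higher and 2 lower at 10.5 dpp (2705 at an unadjusted p under 0.05). From 10.5 to 22.5 dpp there were 425 DEGs higher and 382 lower at the later age, and 2917 DEGs higher and 620 lower without the library labelled 6.5 dpp fresh replicate 1. With 1 library of the 2 ages left out, the alternative that moved this count most as a ratio, the total ran from 40 (without 22.5 dpp replicate 3) to 722 (without 22.5 dpp replicate 2). From 22.5 to 36.5 dpp there were 919 DEGs higher and 106 lower at 36.5 dpp, and 1707 DEGs higher and 199 lower without the library labelled 6.5 dpp fresh replicate 1. Leaving out 1 library at a time, the total ran from 545 (without 22.5 dpp replicate 2) to 676 (without 22.5 dpp replicate 3). The share of DEGs that rise depends on the scaling: library size alone gave 372 DEGs higher and 667 lower at 22.5 dpp and 774 DEGs higher and 608 lower at 36.5 dpp. The median log2 fold change of all genes was -0.164 from 6.5 to 10.5 dpp, 0.0572 from 10.5 to 22.5 dpp and -0.126 from 22.5 to 36.5 dpp under TMM, and -0.636 for the last step by library size alone. DESeq2 gave totals of 131, 2786 and 1510.

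**Figure D5:**
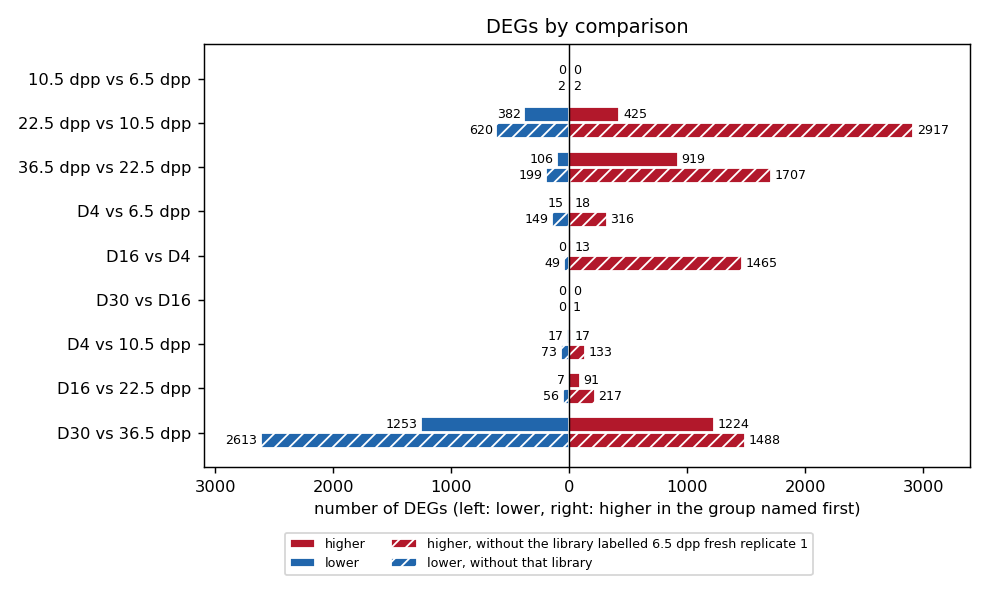
Numbers of DEGs for 9 comparisons, with bars to the right for genes higher and bars to the left for genes lower in the group named before the other. Hatched bars leave out the library labelled 6.5 dpp fresh replicate 1, as from 807 to 3537 DEGs between 10.5 and 22.5 dpp.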

Between 6.5 d*pp* and 10.5 d*pp*, very few differences in gene expression (only 6 DEGs) can be highlighted with a reasonable p-value and a consistent gene ratio (**Figure S2A_1_**); afterwards, almost all genes are upregulated during the first wave of spermatogenesis (**Figures S2A_2,3_** and **C_2,3_**), reporting the successful establishment of the first wave of spermatogenesis. 

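From 10.5 to 22.5 dpp, 26 of 26 genes were higher at the later age in the list of 26 flagellum and axoneme genes (camera, adjusted p = 5.14e-09, and between 2.69e-15 and 0.419 over its alternatives), and 14 of 14 genes were higher in the acrosome list (adjusted p = 8.19e-05, and between 3.57e-08 and 0.431 over its alternatives). Across the 37 lists 15 passed an adjusted p of 0.05, against 25 under fry and 0 with an estimated correlation, the alternative that moved list tests most.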

Between 10.5 d*pp* and 22.5 d*pp*, we notice a majority of GO Terms focused on the flagellum/cilium, reproduction, and spermatozoon in formation (**Figure S2B_2_**), which is consistent with the onset of spermatogenesis. 

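The list of sperm chromatin condensation holds 11 genes, Prm1, Prm2 and Tnp1 among them. From 22.5 to 36.5 dpp, 11 of 11 genes were higher at 36.5 dpp (camera, adjusted p = 1.23e-05, and between 2.68e-07 and 0.63 over its alternatives). In the flagellum and axoneme list 21 of 26 genes were higher at 36.5 dpp, with an adjusted p of 0.162 in the fit of all libraries and of 0.0139 without the library labelled 6.5 dpp fresh replicate 1, between 0.0139 and 0.94 over its alternatives.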

Between 22.5 d*pp* and 36.5 d*pp*, we can observe again GO Terms in connection with the flagellum but especially with nucleus organization and sperm chromatin condensation (**Figure S2B_3_**), corresponding to the establishment of spermiogenesis. As expected, between 6.5 *dpp* and 36.5 *dpp*, we observe the overexpression of genes related to the establishment of the first wave of spermatogenesis (**Figures S2C_1,3_** and **D_1,3_**). In addition, we observe the establishment of the blood testis barrier (BTB) *via* the apparition of Kyoto Encyclopedia of Genes and Genomes (KEGGs) pathways related to tight junctions, gap junctions, and adherens junctions (**Figure S3A_3_**).

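Between 6.5 and 36.5 dpp there were 3044 DEGs higher and 2458 lower at 36.5 dpp, and 5015 DEGs higher and 2842 lower without the library labelled 6.5 dpp fresh replicate 1. With 1 library left out the total ran from 4872 (without 6.5 dpp CSF replicate 1) to 7857 (without the library labelled 6.5 dpp fresh replicate 1). Scaling by library size alone gave 2225 DEGs higher and 4575 lower, with a median log2 fold change of -0.766 for all genes in place of -0.0704. Of the list of sperm chromatin condensation 11 of 11 genes were higher (camera, adjusted p = 7.17e-05, and between 4.2e-09 and 0.486 over its alternatives).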

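The blood testis barrier was followed through 19 genes of tight, gap and adherens junctions. Between 6.5 and 36.5 dpp, 16 of 19 genes were lower at 36.5 dpp (camera, adjusted p = 0.0153, and between 6.76e-08 and 0.48 over its alternatives). Cldn11 (Entrez 18417, chromosome 3 from 31149920 to 31164326) had 315 ± 156 CPM (SD, n = 5) at 6.5 dpp, 257 ± 99.9 CPM (SD, n = 4) there without the library labelled 6.5 dpp fresh replicate 1, and 64.2 ± 7.30 CPM (SD, n = 2) at 36.5 dpp, a log2 fold change of -1.62 (standard error 0.43, adjusted p = 0.00286, and between 0.000107 and 0.0694 over its alternatives). These are shares of all transcripts in a testis that gains germ cells with age.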

#### *In vitro* first spermatogenic wave kinetic

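From 6.5 dpp to D4 there were 18 DEGs higher and 15 lower at D4, and 316 DEGs higher and 149 lower without the library labelled 6.5 dpp fresh replicate 1. Leaving out 1 library at a time, the total ran from 3 (without D4 replicate 2) to 465 (without the library labelled 6.5 dpp fresh replicate 1). At an unadjusted p under 0.05 there were 5285 genes. No list of wound healing was set up, and the nearest to it, cell adhesion and extracellular matrix, had 22 of 25 genes higher at D4 (camera, adjusted p = 7.89e-12, and between 3.81e-12 and 0.254 over its alternatives).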

Between 6.5 d*pp* (corresponding to D0) and D4, we can observe a response of the tissue to the cutting at the beginning of the culture (response to stimulus, wound healing) (**Figure S4B_1_**). In addition, we observe a change in the expression of genes related to GO Terms associated with vascularization (hemoglobin and blood pressure), which is consistent with the degeneration of blood capillaries after a few days of *in vitro* culture. 

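In the list of hemoglobin and erythroid genes 5 of 6 genes were lower at D4 than at 6.5 dpp (camera, adjusted p = 0.0017, and between 7.36e-07 and 0.127 over its alternatives), and in the endothelial list 9 of 18 genes were higher (adjusted p = 0.41, and between 0.356 and 0.996 over its alternatives). Hbb-bt (Entrez 101488143, chromosome 7 from 103812524 to 103813923) had 20.4 ± 25.4 CPM (SD, n = 5) at 6.5 dpp, 25.4 ± 26.3 CPM (SD, n = 4) there without the library labelled 6.5 dpp fresh replicate 1, and 0.0568 ± 0.0242 CPM (SD, n = 3) at D4, where it was at the floor of detection. Pecam1 (Entrez 18613, chromosome 11 from 106654213 to 106715281), a gene of the endothelium, had 35.6 ± 17.6 CPM (SD, n = 5) at 6.5 dpp (27.9 ± 3.37 CPM (SD, n = 4) without the library labelled 6.5 dpp fresh replicate 1) and 52.7 ± 7.54 CPM (SD, n = 3) at D4. The paper relates the terms on hemoglobin and blood pressure to a degeneration of capillaries within days of culture.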

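The list of targets of HIF-1 and of hypoxia had 19 of 21 genes higher at D4 than at 6.5 dpp (camera, adjusted p = 3.53e-14, and between 2.91e-14 and 0.0166 over its alternatives). Vegfa (Entrez 22339, chromosome 17 from 46016993 to 46032377) had 59.6 ± 51.5 CPM (SD, n = 5) at 6.5 dpp, 36.6 ± 5.87 CPM (SD, n = 4) there without the library labelled 6.5 dpp fresh replicate 1, and 301 ± 39.9 CPM (SD, n = 3) at D4, a log2 fold change of 2.27 (standard error 0.44, adjusted p = 0.00697, and between 3.71e-35 and 0.167 over its alternatives). The call of Vegfa was gained without the library labelled 6.5 dpp fresh replicate 1 (adjusted p = 1.04e-07).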

Despite oxygen supply during organotypic gas-liquid interphase culture system, the absence of vascularization leads to a loss of physiological oxygenation (response to hypoxia and decreased oxygen level). Moreover, the direct exposition to oxygen with a constant artificial oxygenation seems to induce oxidative stress to testicular explants exposed to a more harmful environment (action on CH-OH group of donors and oxidoreductase activity). 

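The list of antioxidant genes had 11 of 23 genes higher at D4 than at 6.5 dpp (camera, adjusted p = 0.105, and between 0.0827 and 0.82 over its alternatives). Hmox1 (Entrez 15368, chromosome 8 from 75093618 to 75100593) had 87.6 ± 25.2 CPM (SD, n = 5) at 6.5 dpp, 98.5 ± 7.42 CPM (SD, n = 4) there without the library labelled 6.5 dpp fresh replicate 1, and 95.4 ± 9.65 CPM (SD, n = 3) at D4, a log2 fold change of 0.12 (standard error 0.19, adjusted p = 0.704, and between 0.186 and 0.919 over its alternatives). Hmox1 took the other direction without the library labelled 6.5 dpp fresh replicate 1 (log2 fold change -0.03, adjusted p = 0.919). The paper proposes that direct exposure to oxygen brings oxidative stress.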

Finally, a dysregulation of steroid hormones (*e*.*g*., testosterone, steroids, and angiogenesis) is present at the beginning of the culture, which raises questions about the status of Sertoli and Leydig cells maturity and/or functionality throughout the *in vitro* culture. In addition, after only 4 days of *in vitro* culture we can observe the establishment of KEGG pathways related to steroidogenesis, hypoxy (NF-κB), and inflammation response (cytokines, chemokine, HIF-1) (**Figure S3B_1_**).

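The list of steroidogenesis had 8 of 19 genes higher at D4 than at 6.5 dpp (camera, adjusted p = 0.739, and between 0.0255 and 0.874 over its alternatives). Without the library labelled 6.5 dpp fresh replicate 1 the direction of this list was lower at D4 (adjusted p = 0.231). For cholesterol synthesis, 19 of 20 genes were higher (adjusted p = 1.43e-05, and between 2.34e-05 and 0.198 over its alternatives). Cyp17a1 at D4 showed a log2 fold change of -3.27 (standard error 0.64, adjusted p = 0.00697, and between 4.02e-34 and 0.174 over its alternatives) against 6.5 dpp. The call of Cyp17a1 was gained without the library labelled 6.5 dpp fresh replicate 1 (adjusted p = 2.18e-07).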

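At D4 against 6.5 dpp, the NF-kB targets had 14 of 15 genes higher (camera, adjusted p = 1.05e-09, and between 8.1e-10 and 0.0592 over its alternatives), the cytokines and chemokines 21 of 23 genes higher (adjusted p = 9.96e-11, and between 3.36e-11 and 0.0669 over its alternatives) and complement 15 of 20 genes higher (adjusted p = 0.00157, and between 2.72e-06 and 0.305 over its alternatives).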

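From D4 to D16 there were 13 DEGs higher and 0 lower at D16, and 1465 DEGs higher and 49 lower without the library labelled 6.5 dpp fresh replicate 1. With 1 library left out the total was 5 in each case. The CatSper list had 11 of 11 genes higher at D16 (camera, adjusted p = 4.36e-06, and between 9.36e-12 and 0.441 over its alternatives), the acrosome list 14 of 14 genes higher (adjusted p = 4.36e-06, and between 2.89e-09 and 0.441 over its alternatives) and the flagellum and axoneme list 26 of 26 genes higher (adjusted p = 5.16e-13, and between 2.76e-24 and 0.441 over its alternatives).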

Between D4 and D16, we mainly observe the presence of DEGs linked to the establishment of spermatids and spermatozoa (GO Terms related to CatSper complex, sperm, acrosomal complex, axonemal complex, cilium, flagellum, and spermatogenesis) (**Figure S4B_2_**). Between D0 and D16, we observe the overexpression of genes related to the establishment of the first wave of spermatogenesis (**Figures S4C_1,2_** and **D_1,2_**) and the maintenance of KEGG pathways related to inflammation response between D4 and D16 (complement, natural killer cells mediated cytotoxicity, RIG-I-like receptor, IL-17) (**Figure S3B_2_**).

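Between 6.5 dpp and D16, 0 genes were DEGs (4211 at an unadjusted p under 0.05), and there were 1998 DEGs higher and 344 lower at D16 without the library labelled 6.5 dpp fresh replicate 1. The flagellum and axoneme list had 26 of 26 genes higher at D16 than at 6.5 dpp (camera, adjusted p = 5.63e-10, and between 8.23e-18 and 0.468 over its alternatives). From D4 to D16, the complement list had 10 of 20 genes higher at D16 (adjusted p = 0.385, and between 0.0286 and 0.844 over its alternatives), the interferon response, in place of the RIG-I-like receptor pathway, 13 of 23 genes lower (adjusted p = 0.508, and between 0.313 and 0.973 over its alternatives), and the macrophage list 20 of 20 genes higher (adjusted p = 2.54e-16, and between 5.69e-16 and 0.0816 over its alternatives).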

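From D16 to D30, 0 genes were DEGs, 1423 had an unadjusted p under 0.05 and 83 an adjusted p under 0.05 with any fold change. Without the library labelled 6.5 dpp fresh replicate 1 there were 1 DEG higher and 0 lower at D30 (2260 at an unadjusted p under 0.05). DESeq2 gave 90 DEGs higher and 0 lower. D16 holds 2 libraries, at a distance of 123 from each other.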

Even if almost all the genes are up-regulated between D16 and D30, the number of DEGs (only 58 genes) remains very small (**Figure S4A_3_**). We observe a change in the expression of genes related to GO Terms of sperm formation (sperm individualization, gamete generation, multicellular reproductive process, sperm motility) as well as DNA modifications (chromatin condensation, DNA packaging and conformation change) and immune response (innate immune response) (**Figure S4B_3_**). In addition, only eighteen genes were differencially expressed between testicular explants cultured up to D30 compared to D16 with a |Log_10_ p_adj_| greater to 3.0 (**Figure S4C_3_**), reinforcing the idea that an abnormal kinetic throughout the second half of the first spermatogenesis and/or blockage is present at the end of spermatogenesis *in vitro* with the presence of inflammatory process or immune cell recruitment. 

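The sperm chromatin condensation list had 10 of 11 genes higher at D30 than at D16 (camera, adjusted p = 8.63e-14, and between 1.16e-14 and 0.102 over its alternatives). In the flagellum and axoneme list 25 of 26 genes were higher, with an adjusted p of 0.0759 in the fit of all libraries and of 0.00133 without the library labelled 6.5 dpp fresh replicate 1, between 0.00133 and 0.778 over its alternatives. The interferon response had 23 of 23 genes higher (adjusted p = 0.000366, and between 4.5e-05 and 0.545 over its alternatives). The mean CPM of this list was 8.8 and 9.28 in the D16 libraries, 9.56, 9.1 and 10.9 in the D30 fresh libraries and 20.4 in the D30 CSF library, so 1 library carries most of the rise of the mean.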

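The list of 20 macrophage genes had 19 of 20 genes higher at D30 than at D16 (camera, adjusted p = 0.000311, and between 0.00021 and 0.286 over its alternatives). Mrc1 (Entrez 17533, chromosome 2 from 14229414 to 14332023) had 39.7 ± 11.4 CPM (SD, n = 2) at D16 and 72.2 ± 11.7 CPM (SD, n = 4) at D30. Between D16 and D30 the paper finds 18 genes. From these it proposes an abnormal kinetic in the later part of spermatogenesis in culture and/or a blockage at its end. It adds inflammation or recruitment of immune cells to this.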

Surprisingly, only one gene is down-regulated: *Rps3a3* [log_2_-fold change=-7.13; p_adj_=9.24E-5] (**Figure S4D_3_**). Again, we can observe the maintenance of KEGG pathways related to inflammation response (IL-17, cytokine, chemokine) (**Figure S3B_3_**), symbolizing an increase in inflammation mechanisms throughout the culture.

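The cytokines and chemokines had 21 of 23 genes higher at D30 than at D16 (camera, adjusted p = 2.21e-05, and between 1.25e-05 and 0.239 over its alternatives), and the NF-kB targets 12 of 15 genes higher (adjusted p = 0.000549, and between 0.000346 and 0.255 over its alternatives). In vivo, from 22.5 to 36.5 dpp, the cytokines and chemokines had 15 of 23 genes lower at 36.5 dpp (adjusted p = 0.805, and between 0.397 and 0.973 over its alternatives).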

#### Impact of the *in vitro* culture versus age-matched controls

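Between D4 and 10.5 dpp there were 17 DEGs higher and 17 lower at D4, and 133 DEGs higher and 73 lower without the library labelled 6.5 dpp fresh replicate 1. Leaving out 1 library at a time, the total ran from 4 (without D4 replicate 2) to 11 (without D4 replicate 1). DESeq2 gave 115 DEGs higher and 79 lower. Of the lists, the antioxidant genes had 16 of 23 genes higher at D4 (camera, adjusted p = 0.0119, and between 0.0118 and 0.527 over its alternatives), hemoglobin and erythroid genes 5 of 6 genes lower (adjusted p = 6.9e-06, and between 4.84e-08 and 0.023 over its alternatives), complement 14 of 20 genes higher (adjusted p = 0.0174, and between 3.45e-05 and 0.504 over its alternatives) and cytokines and chemokines 22 of 23 genes higher (adjusted p = 2.43e-14, and between 1.88e-16 and 0.0221 over its alternatives).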

At D4 (**Figure 7A_1_**), we can observe mainly DEGs related to GO Terms of oxidative stress (antioxidant activity), vascularization (hemoglobin, heme, blood pressure, oxygen), and response to 4 days of culture (complement, cytokine, response to stimulus) (**Figure 7B_1_**). Those results are consistent with the degeneration of blood capillaries and the relative harmfull generated on the testicular explant at the beginning of the culture in comparison to age-matched control. Among the top-ten DEGs, we notice an over-expression of *Serpina3n*, *Complement component 3* (***C3***), *C7*, and *Il33* as well as an under-expression of *Cyp17a1* and *F13a1* (**Figures 7D_1_** and **D_3_**). In addition, we can observe the presence of KEGG pathways related to inflammation response (complement, cytokine), steroidogenesis and cell adhesion/senescence (**Figure S3C_1_**).

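Serpina3n (Entrez 20716, chromosome 12 from 104406646 to 104414334) had 156 ± 26.0 CPM (SD, n = 3) at D4 and 0.867 ± 0.232 CPM (SD, n = 3) at 10.5 dpp, a log2 fold change of 7.58 (standard error 1.67, adjusted p = 0.0208, and between 6.68e-99 and 0.129 over its alternatives). The call of Serpina3n was gained (adjusted p = 1.26e-08) without the library labelled 6.5 dpp fresh replicate 1. C3 (Entrez 12266, chromosome 17 from 57203967 to 57228136) had 64.4 ± 5.13 CPM (SD, n = 3) at D4 and 3.28 ± 0.231 CPM (SD, n = 3) at 10.5 dpp, a log2 fold change of 4.38 (standard error 1.09, adjusted p = 0.0415, and between 4.68e-54 and 0.187 over its alternatives). The call of C3 was gained (adjusted p = 2.83e-08) without the library labelled 6.5 dpp fresh replicate 1. C7 (Entrez 109828, chromosome 15 from 4987750 to 5063773) had 84.3 ± 11.6 CPM (SD, n = 3) at D4 and 3.81 ± 0.425 CPM (SD, n = 3) at 10.5 dpp, a log2 fold change of 4.55 (standard error 0.94, adjusted p = 0.0147, and between 3.08e-60 and 0.0974 over its alternatives). The call of C7 was gained (adjusted p = 2.39e-08) without the library labelled 6.5 dpp fresh replicate 1. F13a1 (Entrez 74145, chromosome 13 from 36867178 to 37050244) had 0.834 ± 0.0494 CPM (SD, n = 3) at D4 and 38.9 ± 8.48 CPM (SD, n = 3) at 10.5 dpp, a log2 fold change of -5.45 (standard error 0.76, adjusted p = 0.000792, and between 1.08e-34 and 0.00981 over its alternatives). The call of F13a1 was lost without any 1 of the 6 libraries that were left out with a test (adjusted p from 0.00335 to 0.00981). For Il33 the levels were 7.00 ± 1.15 CPM (SD, n = 3) at D4 and 0.133 ± 0.0566 CPM (SD, n = 3) at 10.5 dpp, a log2 fold change of 5.78 (standard error 1.43, adjusted p = 0.0405, and between 3.21e-39 and 0.199 over its alternatives). The call of Il33 was gained (adjusted p = 2.63e-08) without the library labelled 6.5 dpp fresh replicate 1. The macrophage list, to which F13a1 belongs, had 16 of 20 genes lower at D4 (camera, adjusted p = 2.92e-15, and between 1.94e-14 and 0.0517 over its alternatives).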

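The list of steroidogenesis had 12 of 19 genes lower at D4 than at 10.5 dpp (camera, adjusted p = 0.287, and between 0.0212 and 0.721 over its alternatives), and that of cell adhesion and extracellular matrix 22 of 25 genes higher (adjusted p = 4.09e-13, and between 2.2e-13 and 0.0991 over its alternatives). Of the 19 genes of steroidogenesis, 0 were called higher and 0 lower, adjusted over all genes, and 1 passed when adjusted over the list alone. Without the library labelled 6.5 dpp fresh replicate 1, the steroidogenic gene Cyp17a1 was called lower (log2 fold change -4.52, edgeR, adjusted p = 7.34e-08). Cyp11a1 and Hsd3b1 were not called there (adjusted p = 0.203 and 0.293).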

**Figure 7:**
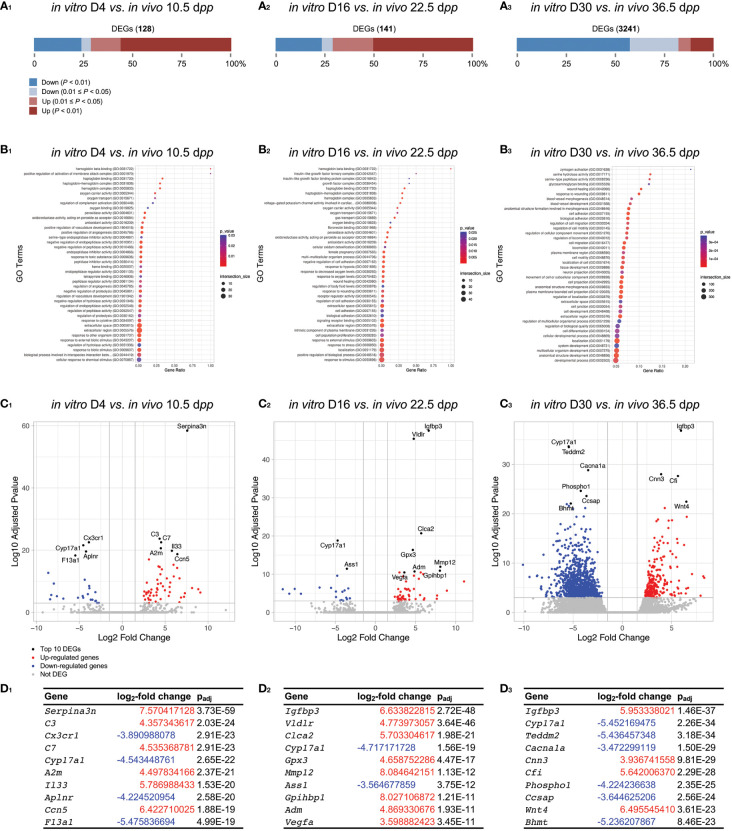
Gene-level differential expression analysis between *in vitro* and *in vivo* age-matched testicular samples. **(A)** The proportion of significantly DEGs are shown between *in vitro* and *in vivo* testicular tissue samples for D4 *vs*. 10.5 d*pp* **(A_1_)**, D16 *vs*. 22.5 d*pp* **(A_2_)**, and D30 *vs*. 36.5 d*pp* **(A_3_)**. The number of DEGs for each comparison is available in order to have an appreciation of the difference in gene expression between the two conditions compared. **(B_1-3_)** Corresponding GO enrichment dot plot. The 40 GO processes with the largest gene ratios are plotted in order of gene ratio. The size of the dots represent the number of genes in the significant DEGs associated with the GO Terms and the color of the dots represent the p_adj_ values. **(C_1-3_)** Volcano plots compare the amount of gene expression change to the significance of that change (here plotted as the log_10_ transformation of the multiple test p_adj_ value), with each point representing a single gene. The top 10 gene candidates are highlighted in black and by text labeling. The two marginal plots showing the distributions of the log_2_-fold changes and negative log10 p_adj_ values are used to show cutoff choices and trade-offs. **(D_1-3_)** Top ten DEGs with corresponding log_2_-fold change and p_adj_ value. DEGs, differentially expressed genes; d*pp*, days *postpartum*.

At D16 (**Figure 7A_2_**), we observe a dysregulation of genes linked to oxidative stress (oxygen, antioxidant activity), vascularization (hemoglobin, haptoglobin, blood pressure, oxygen transport and binding), response to hypoxia, and growth factors (insulin-like growth factor), response to stimulus/stress, wound healing, and cell adhesion (cell adhesion, biological adhesion) (**Figure 7B_2_**). 

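Between D16 and 22.5 dpp there were 91 DEGs higher and 7 lower at D16, and 217 DEGs higher and 56 lower without the library labelled 6.5 dpp fresh replicate 1. With 1 library left out the total ran from 21 (without 22.5 dpp replicate 1) to 87 (without 22.5 dpp replicate 2). The antioxidant genes had 13 of 23 genes higher at D16 (camera, adjusted p = 0.0611, and between 0.0158 and 0.516 over its alternatives), hemoglobin and erythroid genes 5 of 6 genes lower (adjusted p = 0.00756, and between 7.86e-06 and 0.172 over its alternatives), endothelial genes 13 of 18 genes higher (adjusted p = 3.6e-05, and between 4.77e-05 and 0.263 over its alternatives), the IGF system 10 of 14 genes higher (adjusted p = 0.0213, and between 1.07e-06 and 0.138 over its alternatives) and cell adhesion and extracellular matrix 23 of 25 genes higher (adjusted p = 1.18e-09, and between 1.44e-09 and 0.167 over its alternatives).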

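Igfbp3 (Entrez 16009, chromosome 11 from 7206086 to 7215498) had 537 ± 218 CPM (SD, n = 2) at D16 and 4.73 ± 1.67 CPM (SD, n = 3) at 22.5 dpp, a log2 fold change of 6.70 (standard error 0.86, adjusted p = 0.000158, and between 2.74e-71 and 0.00724 over its alternatives). The call of Igfbp3 was lost without 22.5 dpp replicate 1 (adjusted p = 0.00279) or 22.5 dpp replicate 3 (adjusted p = 0.00275). Vldlr (Entrez 22359, chromosome 19 from 27216480 to 27254231) had 44.9 ± 5.6 CPM (SD, n = 2) at D16 and 1.40 ± 0.122 CPM (SD, n = 3) at 22.5 dpp, a log2 fold change of 4.84 (standard error 0.46, adjusted p = 1.79e-05, and between 1.99e-95 and 0.00724 over its alternatives). Gpx3 (Entrez 14778, chromosome 11 from 54902854 to 54910387) had 128 ± 50.1 CPM (SD, n = 2) at D16 and 4.38 ± 0.505 CPM (SD, n = 3) at 22.5 dpp, a log2 fold change of 4.72 (standard error 0.65, adjusted p = 0.000285, and between 1.17e-33 and 0.00724 over its alternatives). The call of Gpx3 was lost without any 1 of the 3 libraries that were left out with a test (adjusted p from 0.0015 to 0.00381). Mmp12 (Entrez 17381, chromosome 9 from 7344397 to 7360461) had 14.2 ± 5.44 CPM (SD, n = 2) at D16 and 0.0510 ± 0.0667 CPM (SD, n = 3) at 22.5 dpp, a log2 fold change of 8.03 (standard error 2.50, adjusted p = 0.0497, and between 3.21e-20 and 0.176 over its alternatives). The call of Mmp12 was gained (adjusted p = 1.42e-06) without the library labelled 6.5 dpp fresh replicate 1. Vegfa had 163.2 ± 39.6 CPM (SD, n = 2) at D16 and 11.7 ± 4.21 CPM (SD, n = 3) at 22.5 dpp, a log2 fold change of 3.67 (standard error 0.59, adjusted p = 0.00088, and between 2.14e-33 and 0.0136 over its alternatives). The call of Vegfa was lost without any 1 of the 3 libraries that were left out with a test (adjusted p from 0.00226 to 0.00932).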

Among the top-ten DEGs, we notice an over-expression of *Igfbp3*, *Vldlr*, *Gpx3*, *Mmp12*, *Vegfa* as well as an under-expression of *Cyp17a1* (**Figures 7D_2_** and **D_3_**). In addition, we can observe the maintenance of KEGG pathways related to inflammation response (complement) and hypoxia (HIF-1) (**Figure S3C_2_**).

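Complement had 12 of 20 genes higher at D16 than at 22.5 dpp (camera, adjusted p = 0.0243, and between 0.000343 and 0.474 over its alternatives), and the hypoxia and HIF-1 targets 19 of 21 genes higher (adjusted p = 9.38e-11, and between 7.7e-11 and 0.0525 over its alternatives). Of the 21 hypoxia genes, 4 were called higher and 0 lower over all genes, and 4 were called when adjusted over the list alone.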

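Between D30 and 36.5 dpp there were 1224 DEGs higher and 1253 lower at D30, and 1488 DEGs higher and 2613 lower without the library labelled 6.5 dpp fresh replicate 1. Leaving out 1 library at a time, the total ran from 1766 (without D30 fresh replicate 3) to 2228 (without D30 fresh replicate 1). The split depends on the scaling: by library size alone it was 2953 DEGs higher and 764 lower, with RLE factors 781 DEGs higher and 1636 lower and with DESeq2 937 DEGs higher and 1863 lower. The median log2 fold change of all genes was -0.0295 under TMM and 0.606 by library size alone.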

At D30, a large proportion of genes are down-regulated when comparing to age-matched corresponding 36.5 d*pp* (**Figure 7A3**). 

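The flagellum and axoneme list had 26 of 26 genes lower at D30 than at 36.5 dpp (camera, adjusted p = 0.0233, and between 3.39e-05 and 0.749 over its alternatives), the sperm chromatin condensation list 11 of 11 genes lower (adjusted p = 0.00438, and between 0.000229 and 0.578 over its alternatives) and cell adhesion and extracellular matrix 23 of 25 genes higher (adjusted p = 1.35e-06, and between 2.83e-08 and 0.439 over its alternatives). Akap4 had 243 ± 141 CPM (SD, n = 4) at D30.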

DEGs related to GO Terms of response to cell adhesion (cell adhesion, biological adhesion), spermatozoa formation (cilium, sperm flagellum, tubulin, gamete generation), probably present due to the very low proportion of elongated spermatids *in vitro* compared to those observed physiologically at 36.5 d*pp*. In addition, GO Terms related to stress, wound healing, and tissue development (system, process, cell, *etc*.) were observed. 

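Col1a1 (Entrez 12842, chromosome 11 from 94936224 to 94953042), a matrix gene, had 222 ± 72.3 CPM (SD, n = 4) at D30 and 15.1 ± 2.95 CPM (SD, n = 2) at 36.5 dpp, a log2 fold change of 3.23 (standard error 0.45, adjusted p = 1.91e-05, and between 2.5e-16 and 0.000188 over its alternatives). The hypoxia and HIF-1 targets had 15 of 21 genes higher at D30 (camera, adjusted p = 0.00438, and between 1.23e-08 and 0.455 over its alternatives) and the blood testis barrier junctions 17 of 19 genes higher (adjusted p = 0.00264, and between 1.25e-08 and 0.439 over its alternatives).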

Among the top-ten DEGs, we notice an over-expression of *Igfbp3*, *Cfi*, *Wnt4* as well as an under-expression of *Cyp17a1* (**Figures 7C_3_** and **D_3_**). 

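Igfbp3 had 339 ± 79.1 CPM (SD, n = 4) at D30 and 3.03 ± 0.717 CPM (SD, n = 2) at 36.5 dpp, a log2 fold change of 6.18 (standard error 0.98, adjusted p = 6.88e-05, and between 6.98e-61 and 0.000168 over its alternatives). Cfi (Entrez 12630, chromosome 3 from 129836727 to 129875332) had 37.6 ± 9.43 CPM (SD, n = 4) at D30 and 0.416 ± 0.0422 CPM (SD, n = 2) at 36.5 dpp, a log2 fold change of 5.85 (standard error 0.35, adjusted p = 2.01e-08, and between 7.25e-51 and 0.000104 over its alternatives). Wnt4 (Entrez 22417, chromosome 4 from 137277635 to 137299501) had 40.9 ± 11.8 CPM (SD, n = 4) at D30 and 0.249 ± 0.0253 CPM (SD, n = 2) at 36.5 dpp, a log2 fold change of 6.70 (standard error 0.46, adjusted p = 5.15e-08, and between 2.46e-44 and 0.000104 over its alternatives).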

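Complement had 17 of 20 genes higher at D30 than at 36.5 dpp (camera, adjusted p = 0.00438, and between 1.23e-08 and 0.455 over its alternatives), the NF-kB targets, in place of TNF signaling, 11 of 15 genes higher (adjusted p = 0.00566, and between 1.23e-08 and 0.455 over its alternatives) and the macrophage list 16 of 20 genes higher (adjusted p = 0.0532, and between 0.000275 and 0.589 over its alternatives). A smaller share of germ cell transcripts at D30 than at 36.5 dpp could raise such lists as well.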

Again, we can observe the maintenance of KEGG pathways related to inflammation response (complement, TNF signaling) (**Figure S3C_3_**), symbolizing a strong presence of inflammatory reaction from the beginning of the culture and up to 30 days.

### The end of the first wave of *in vitro* spermatogenesis

Taking into account the previous results, we postulated that there would be an abnormal kinetic in the expression of genes related to late spermatogenesis at the end of the first *in vitro* spermatogenic wave. In order to understand the mechanisms that differ at the end of testicular explants in organotypic culture, an extensive g:GOSt analysis was conducted between D30 and 36.5 d*pp* (**Figure 8A**). This analysis showed that the most impacted pathways were related to two principal biological mechanisms: (i) insulin-like growth factor (IGF) binding (molecular function, **Figure 8B_1_**) and IGF complex (cellular component, **Figure 8B_3_**) and (ii) hormones and steroids (biological process, **Figure 8B_2_**), androgen biosynthesis (reactome, **Figure 8B_4_**), and steroid biosynthesis (wikipathways, **Figure 8B_5_**).

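The IGF system, a list of 14 genes, had 10 of 14 genes higher at D30 than at 36.5 dpp (camera, adjusted p = 0.182, and between 1.23e-08 and 0.455 over its alternatives) and 8 of 14 genes higher at D4 than at 10.5 dpp (adjusted p = 0.0188, and between 0.000119 and 0.122 over its alternatives). Steroidogenesis had 11 of 19 genes lower at D30 (adjusted p = 0.421, and between 0.000321 and 0.772 over its alternatives) and 12 of 19 genes lower at D16 than at 22.5 dpp (adjusted p = 0.306, and between 0.00885 and 0.664 over its alternatives). Cholesterol synthesis had 12 of 20 genes lower at D30 (adjusted p = 0.838, and between 0.68 and 0.955 over its alternatives). From its analysis of D30, the paper concludes that IGF binding and the synthesis of steroids are the pathways most affected.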

**Figure 8:**
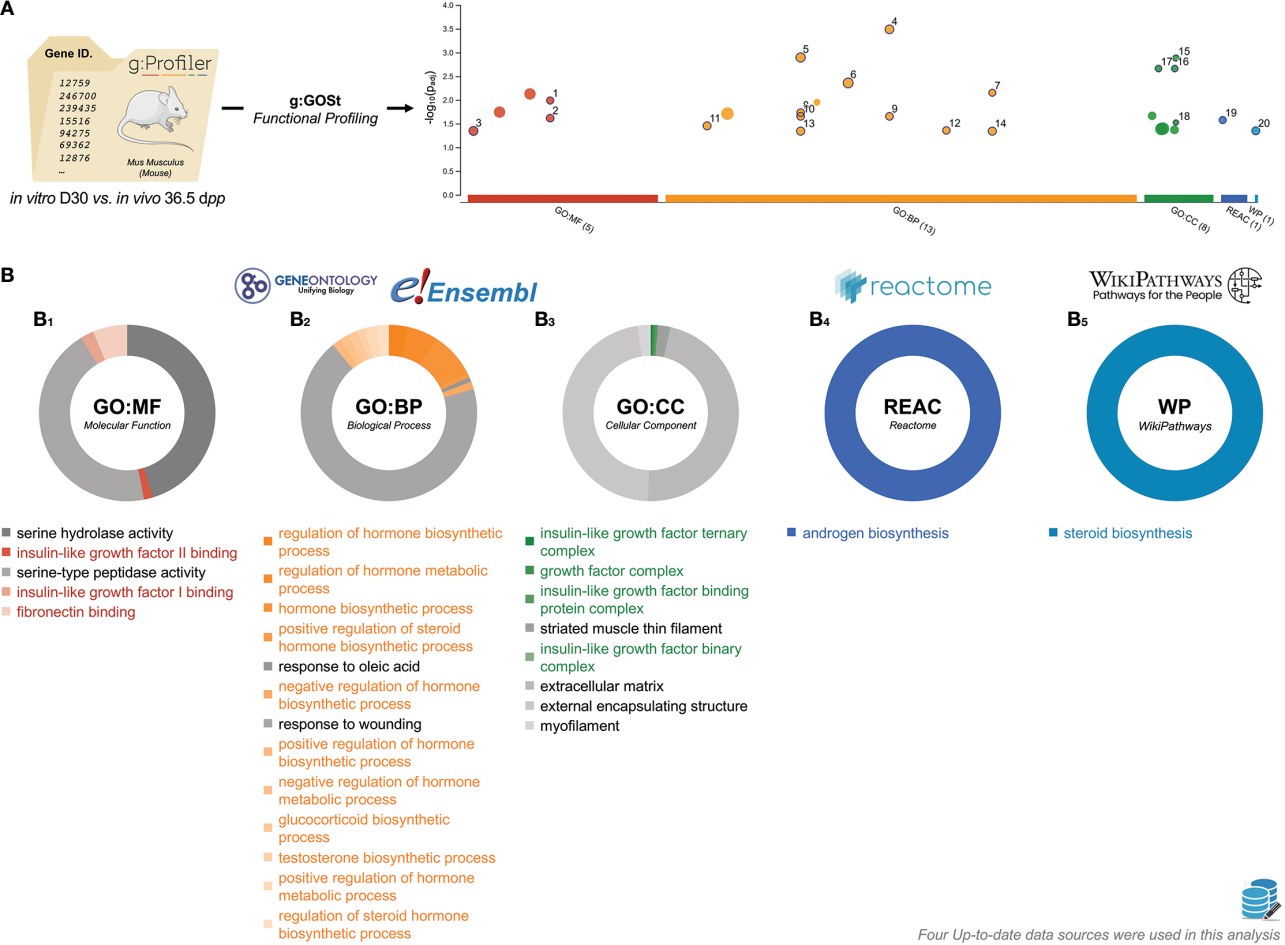
Characterization of *in vitro* D30 *vs*. *in vivo* 36.5 d*pp* gene lists. **(A)** Manhattan plot illustrating the functional enrichment analysis on *in vitro* D30 (n=4) *vs*. *in vivo* 36.5 d*pp* (n=3) input gene list. The x-axis represents functional terms that are grouped and colour-coded by data sources. The circle sizes are in accordance with the corresponding term size (*i*.*e*., larger terms have larger circles). The GO Terms locations on the x-axis is fixed and GO Terms from the same GO subtree are located closer to each other. The GO Terms lists were presented as -log_10_(p_adj_) enrichment score calculated using the formula log_10_ (FDR). **(B)** Pie chart representation of D30 *vs*. 36.5 d*pp* GO Terms **(B_1_**, molecular function; **B_2_**, biological process; **B_3_**, cellular component**)**, reactome **(B_4_)**, and WikiPathways **(B_5_)** data sources. GO Terms with the highest p_adj_ are located at noon. The surface taken by GO Terms is relative to the proportion of the number of times they were related within DEGs studied. The data can be consulted at https://biit.cs.ut.ee/gplink/l/humNT-dmTT. dpp, days *postpartum*; FDR, false discovery rate; GO, gene onthology.

## Discussion

The purpose of the present study was to reveal unique characteristics of *in vitro* spermatogenesis throughout the first spermatogenic wave. Indeed, although interphase gas-liquid *in vitro* culture has shown to be a promising approach to generate elongated spermatids from prepubertal mice testis, complete *in vitro* spermatogenesis has not yet been accomplished in human, delaying its use in clinics for fertility restoration in survivors of childhood cancers.

Concerning the impact of cryopreservation, only 25 specific genes were identified as differentially expressed between cryopreserved and fresh tissues, indicating that freezing procedures have a minimal impact on the gene expression of testicular tissue. These data confirm what has been observed previously for the *in vitro* maturation of cryopreserved procedures in mouse (17, 18, 37) and rat (38), giving promising prospects to patients who have undergone a fertility preservation.

Although it was shown recently that testicular function in cultured postnatal mouse testis fragments is similar to that of animals during the first wave of spermatogenesis (39), numerous pathways are dysregulated in culture. At the very beginning of the culture, mechanisms of response to stress, immune response and wound healing are generated. This tissue response is in reaction to the cutting of prepubertal testicular tissue during culture. Indeed, any process that result in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, *etc*.) because of a stimulus indicating damage to the organism. A microarray analysis had already pointed out inadequate spermatogenesis and immediate radical immune reactions during a 14 days organ culture *in vitro* with the use of PDMS-ceiling chip (21). At last, oxidative stress mechanisms are manifested during culture, presumably inherent to the gas-liquid interphase system, as already shown in a previous study (40). Moreover, it has been shown that *in vitro* spermatogenesis slows down before the pachytene spermatocyte I stage in mice (21) and rats (30). This abnormal kinetic throughout the second half of the first spermatogenesis and/or blockage of spermatogenesis occurred just before and during the early meiotic phase, resulting in inefficient progression of meiosis, starting at D7 of *in vitro* culture for mice and around D16 for rat. The immune reaction, on the other hand, was drastic and overwhelming. Treatment with TAK242, an inhibitor of TLR4-NF-kB signaling pathway, ameliorated the macrophage activation which otherwise would exacerbate the inflammation in organotypic culture of mice and rat. In addition, *in vitro* system takes longer time to give rise to round spermatids as numerous cell cycle and apoptosis associated genes are differentially expressed in the spermatids when compare with *in vivo* system (41).

*Cyp17a1* expression did not increase at D4 and throughout the culture while the Leydig cell marker *Hsd3b1* is still present at levels comparable to those *in vivo*, suggesting a defective maturation of the Leydig cells *in vitro*. *Cyp17a1* encodes a member of the cytochrome P450 superfamily of enzymes that catalyze many reactions involved in drug metabolism and synthesis of cholesterol, steroids and other lipids. CYP17A1 is a key enzyme in the steroidogenic pathway that produces progestins, mineralocorticoids, glucocorticoids, androgens, and estrogens. Moreover; it has been shown in organotypic cultures of two-month-old mice testicular tissues that a decrease in steroidogenic enzyme expression, and in particular *Cyp17a1*, leads to defects in testosterone biosynthesis in Leydig cells (42). Considering that *Cyp17a1* is a Leydig cell gene that is suppressed by testosterone (43–45), there may be intratesticular accumulation of testosterone within the cultures or dysfunction in this cell type during culture. Indeed, Leydig cells are under LH control in the adult testis but they also are subject to autocrine regulation by testosterone (43, 46). The considerable overexpression of *Igfbp3* observed during culture and until the completion of the first wave of spermatogenesis could reflects an alteration in the regulation of steroidogenesis. Indeed, in human testis, the expression of *IGFBP3* is up-regulated (2.7-fold) when germ cell apoptosis is induced by intratesticular hormonal deprivation created by testosterone administration (47). IGFBP3 and BAX interaction activates germ cell apoptosis *via* the mitochondria-dependent pathway (48). IGFBP3 enters modulates nuclear hormone receptor activity by direct binding to retinoid X receptor, retinoic acid receptor (49) vitamin D receptor (50), and PPARγ (51). It seems important to point out that vitamin D3 is a secosteroid related to testosterone, cholesterol and cortisol necessary for steroidogenesis, which is essential for spermatogenesis. Besides, IGFBP-3 interacts with DNA-dependent protein kinase within the nucleus to promote the repair of DNA damage (52). The cell survival peptide humanin (which has a homologue in the rat: rattin) would be linked to the IGFBP3 protein in mice (53) and regulates the apoptosis of male germ cells when *Igfbp3* is overexpressed (47), again possibly due to an accumulation of testosterone (54).

At D16, a very significant overexpression of *Vldlr* was observed. VLDL serve to transport cholesterol that has been synthesized by the liver while chylomicrons transport cholesterol from the diet. It has been shown that chylomicrons can also bring into testicular cells retinyl ester and Rol, precursors of all-*trans*-retinoic acid (a*t*RA), which are essential for the entry into meiosis of spermatogonia *in vivo* and during the during organotypic culture *in vitro* (16, 55). It has been shown that overexpression of the *Vldlr* gene in a transgenic mouse resulted in atrophic and giant cells (56); a phenomenon that has also been observed, sometimes in large numbers, in *in vitro* testicular explants when there is a lack of a*t*RA (55). The addition of α-tocopherol during freezing could have had an impact on the regulation of VLDL, as has been demonstrated in rats (57). However, to avoid any such problem, we were rinsed tissues after freezing and cultured without the addition of vitamin E. At the end of the first spermatogenic wave, it was observed an important dysregulation of the oleic acid for testicular explants culture *in vitro*. Monounsaturated fat consumption has been associated with decreased low-density lipoprotein cholesterol, and possibly with increased high-density lipoprotein cholesterol.

Between D16 and D30, an important down-regulation of *Rps3a3* was observed. In the testicular tissue, this pseudogene is expressed in spermatocytes (6 weeks-old mouse; 58) and contradictory results on its presence in spermatids (6 weeks-old mouse; 58) or absence (8-10 weeks-old mouse; 59) were published. *Rps3a3* encodes a ribosomal protein that is a component of the 40S subunit. The top phenotype for *RPS3A* gene from catalog of human genome-wide association studies (GWAS) is “high density lipoprotein cholesterol measurement” [Mean Score=8.2]. Given that steroid hormones are made from cholesterol (60), this appears to be another strong indicator to a dysregulation of steroidogenesis during *in vitro* spermatogenesis.

In conclusion, through a combination of histological and deep transcriptomic analyses, this study confirms that testicular tissue freezing has very little impact on gene expression. The low haploid cells yield observed at the end of the first spermatogenic wave in mice is due to an abnormal kinetic throughout the second half of the first spermatogenesis and/or blockage in cultured testicular explants. These data are encouraging, especially for patients who have undergone prepubertal testicular tissue preservation in the attempt to restore their fertility. We uncovered the dysregulation of many genes and revealed that disorganized steroidogenic pathway and probably inflammation could be at the origin of the differences observed between *in vivo* and physiological controls. The transcriptomic data obtained in this study open the way to further optimization of organotypic culture procedures.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221333. All data are also conveniently accessible through the ReproGenomics Viewer (61, 62).

## Ethics statement

The animal study was reviewed and approved by Réseaux SBEA & C2EA. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

LD, conceptualization, methodology, formal analysis, software, investigation, writing – original draft preparation, writing – review and editing, visualization, supervision, project administration, funding acquisition, HL and FC, software, formal analysis, data curation, visualization, LH, LM and FB, writing – review and editing; AR-F, writing – review and editing, funding acquisition; CR, validation; NR, conceptualization, validation, writing – review and editing, supervision, funding acquisition. All authors contributed to the article and approved the submitted version.

## References

[1] ChungSSWolgemuthDJ. Role of retinoid signaling in the regulation of spermatogenesis. Cytogenet Genome Res (2004) 105(2-4):189–202. doi: 10.1159/000078189 15237207PMC3803148

[2] RussellLDEttlinRAHikimAPSCleggED. Histological and histopathological evaluation of the testis. Int J Androl. (1993) 16:83e83. doi: 10.1111/j.1365-2605.1993.tb01156.x

[3] BartlettJMKerrJBSharpeRM. The effect of selective destruction and regeneration of rat leydig cells on the intratesticular distribution of testosterone and morphology of the seminiferous epithelium. J Androl. (1986) 7(4):240–53. doi: 10.1002/j.1939-4640.1986.tb00924.x 3745011

[4] ZirkinBRPapadopoulosV. Leydig cells: formation, function, and regulation. Biol Reprod (2018) 99(1):101–11. doi: 10.1093/biolre/ioy059 PMC604434729566165

[5] FrançaLRHessRADufourJMHofmannMCGriswoldMD. The sertoli cell: one hundred fifty years of beauty and plasticity. Andrology. (2016) 4(2):189–212. doi: 10.1111/andr.12165 26846984PMC5461925

[6] GriswoldMD. 50 years of spermatogenesis: Sertoli cells and their interactions with germ cells. Biol Reprod (2018) 99(1):87–100. doi: 10.1093/biolre/ioy027 29462262PMC7328471

[7] HanukogluI. Steroidogenic enzymes: structure, function, and role in regulation of steroid hormone biosynthesis. J Steroid Biochem Mol Biol (1992) 43(8):779–804. doi: 10.1016/0960-0760(92)90307-5 22217824

[8] ShimaJEMcLeanDJMcCarreyJRGriswoldMD. The murine testicular transcriptome: Characterizing gene expression in the testis during the progression of spermatogenesis. Biol Reprod (2004) 71:319–30. doi: 10.1095/biolreprod.103.026880 15028632

[9] PictonHMWynsCAndersonRAGoossensEJahnukainenKKlieschS. A European perspective on testicular tissue cryopreservation for fertility preservation in prepubertal and adolescent boys. Hum Reprod (2015) 30(11):2463–75. doi: 10.1093/humrep/dev190 26358785

[10] DelessardMSaulnierJRivesADumontLRondaninoCRivesN. Exposure to chemotherapy during childhood or adulthood and consequences on spermatogenesis and Male fertility. Int J Mol Sci (2020) 21(4):1454. doi: 10.3390/ijms21041454 32093393PMC7073108

[11] WynsCCurabaMVanabelleBVan LangendoncktADonnezJ. Options for fertility preservation in prepubertal boys. Hum Reprod Update. (2010) 16(3):312–28. doi: 10.1093/humupd/dmp054 20047952

[12] ArreguiLDobrinskiI. Xenografting of testicular tissue pieces: 12 years of an *in vivo* spermatogenesis system. Reproduction. (2014) 148(5):R71–84. doi: 10.1530/REP-14-0249 PMC427701825150043

[13] DeviLPothanaLGoelS. Dysregulation of angiogenesis-specific signalling in adult testis results in xenograft degeneration. Sci Rep (2017) 7(1):2605. doi: 10.1038/s41598-017-02604-4 28572601PMC5454001

[14] HouMAnderssonMEksborgSSöderOJahnukainenK. Xenotransplantation of testicular tissue into nude mice can be used for detecting leukemic cell contamination. Hum Reprod (2007) 22(7):1899–906. doi: 10.1093/humrep/dem085 17452397

[15] SatoTKatagiriKYokonishiTKubotaYInoueKOgonukiN. *In vitro* production of fertile sperm from murine spermatogonial stem cell lines. Nat Commun (2011) 2:472. doi: 10.1038/ncomms1478 21915114

[16] ArkounBDumontLMilazzoJPWayABironneauAWilsJ. Retinol improves *in vitro* differentiation of pre-pubertal mouse spermatogonial stem cells into sperm during the first wave of spermatogenesis. PLoS One (2015) 10(2):e0116660. doi: 10.1371/journal.pone.0116660 25714609PMC4340963

[17] DumontLArkounBJumeauFMilazzoJPBironneauALiotD. Assessment of the optimal vitrification protocol for pre-pubertal mice testes leading to successful *in vitro* production of flagellated spermatozoa. Andrology. (2015) 3(3):611–25. doi: 10.1111/andr.12042 26013105

[18] ArkounBDumontLMilazzoJPRondaninoCBironneauAWilsJ. Does soaking temperature during controlled slow freezing of pre-pubertal mouse testes influence course of *in vitro* spermatogenesis? Cell Tissue Res (2016) 364(3):661–74. doi: 10.1007/s00441-015-2341-2 26714728

[19] YokonishiTSatoTKomeyaMKatagiriKKubotaYNakabayashiK. Offspring production with sperm grown *in vitro* from cryopreserved testis tissues. Nat Commun (2014) 5, 4320. doi: 10.1038/ncomms5320 24984101

[20] LaihoAKotajaNGyeneseiASironenA. Transcriptome profiling of the murine testis during the first wave of spermatogenesis. PLoS One (2013) 8(4):e61558. doi: 10.1371/journal.pone.0061558 23613874PMC3629203

[21] AbeTNishimuraHSatoTSuzukiHOgawaTSuzukiT. Transcriptome analysis reveals inadequate spermatogenesis and immediate radical immune reactions during organ culture *in vitro* spermatogenesis. Biochem Biophys Res Commun (2020) 530(4):732–8. doi: 10.1016/j.bbrc.2020.06.161 32782148

[22] AbeTNishimuraHSatoTSuzukiHOgawaTSuzukiT. Time-course microarray transcriptome data of *in vitro* cultured testes and age-matched *in vivo* testes. Data Brief. (2020) 33):106482. doi: 10.1016/j.dib.2020.106482 33241095PMC7674299

[23] YangQEOatleyJM. Spermatogonial stem cell functions in physiological and pathological conditions. Curr Top Dev Biol (2014) 107:235–67. doi: 10.1016/B978-0-12-416022-4.00009-3 24439809

[24] MilazzoJPVaudreuilLCauliezBGruelEMasséLMousset-SiméonN. Comparison of conditions for cryopreservation of testicular tissue from immature mice. Hum Reprod (2008) 23(1):17–28. doi: 10.1093/humrep/dem355 17989070

[25] DobinADavisCASchlesingerFDrenkowJZaleskiCJhaS. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. (2013) 29(1):15–21. doi: 10.1093/bioinformatics/bts635 23104886PMC3530905

[26] PauliAValenELinMFGarberMVastenhouwNLLevinJZ. Systematic identification of long noncoding RNAs expressed during zebrafish embryogenesis. Genome Res (2012) 22(3):577–91. doi: 10.1101/gr.133009.111 PMC329079322110045

[27] TrapnellCRobertsAGoffLPerteaGKimDKelleyDR. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and cufflinks. Nat Protoc (2012) 7(3):562–78. doi: 10.1038/nprot.2012.016 PMC333432122383036

[28] ChalmelFLardenoisAEvrardBRollandADSallouODumargneMC. High-resolution profiling of novel transcribed regions during rat spermatogenesis. Biol Reprod (2014) 91(1):5. doi: 10.1095/biolreprod.114.118166 24740603

[29] ZimmermannCStévantIBorelCConneBPitettiJLCalvelP. Research resource: the dynamic transcriptional profile of sertoli cells during the progression of spermatogenesis. Mol Endocrinol (2015) 29(4):627–42. doi: 10.1210/me.2014-1356 PMC541474825710594

[30] SaulnierJChalmelFDelessardMMoutardLPereiraTFraissinetF. Understanding the underlying molecular mechanisms of meiotic arrest during *In vitro* spermatogenesis in rat prepubertal testicular tissue. Int J Mol Sci (2022) 23(11):5893. doi: 10.3390/ijms23115893 35682573PMC9180380

[31] PerteaMKimDPerteaGMLeekJTSalzbergSL. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and ballgown. Nat Protoc (2016) 11(9):1650–67. doi: 10.1038/nprot.2016.095 PMC503290827560171

[32] ChalmelFPrimigM. The annotation, mapping, expression and network (AMEN) suite of tools for molecular systems biology. BMC Bioinf (2008) 9:86. doi: 10.1186/1471-2105-9-86 PMC237511818254954

[33] WettenhallJMSmythGK. limmaGUI: a graphical user interface for linear modeling of microarray data. Bioinformatics. (2004) 20(18):3705–6. doi: 10.1093/bioinformatics/bth449 15297296

[34] LêSJosseJHussonF. FactoMineR: An r package for multivariate analysis. J Stat Software (2008) 25(1):1–18. doi: 10.18637/jss.v025.i01

[35] AndersSPylPTHuberW. HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics (2015) 31(2):166–9. doi: 10.1093/bioinformatics/btu638 PMC428795025260700

[36] BenjaminiYHochbergY. Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B (1995) 57(1):289–300. doi: 10.1111/j.2517-6161.1995.tb02031.x

[37] DumontLChalmelFObletteABerbyBRivesADuchesneV. Evaluation of apoptotic- and autophagic-related protein expressions before and after IVM of fresh, slow-frozen and vitrified pre-pubertal mouse testicular tissue. Mol Hum Reprod (2017) 23(11):738–54. doi: 10.1093/molehr/gax054 29040674

[38] SaulnierJObletteADelessardMDumontLRivesARivesN. Improving freezing protocols and organotypic culture: A histological study on rat prepubertal testicular tissue. Ann BioMed Eng. (2021) 49(1):203–18. doi: 10.1007/s10439-020-02535-8 32440757

[39] PenceLMSchmittTCBegerRDDel VallePLNakamuraN. Testicular function in cultured postnatal mouse testis fragments is similar to that of animals during the first wave of spermatogenesis. Birth Defects Res (2019) 111(5):270–80. doi: 10.1002/bdr2.1451 30703285

[40] ArkounBGalasLDumontLRivesASaulnierJDelessardM. Vitamin e but not GSH decreases reactive oxygen species accumulation and enhances sperm production during *In vitro* maturation of frozen-thawed prepubertal mouse testicular tissue. Int J Mol Sci (2019) 20(21):5380. doi: 10.3390/ijms20215380 31671759PMC6861907

[41] YaoJZuoHGaoJWangMWangDLiX. The effects of IGF-1 on mouse spermatogenesis using an organ culture method. Biochem Biophys Res Commun (2017) 491(3):840–7. doi: 10.1016/j.bbrc.2017.05.125 28552527

[42] ChenMWangXWangYZhangLXuBLvL. Wt1 is involved in leydig cell steroid hormone biosynthesis by regulating paracrine factor expression in mice. Biol Reprod (2014) 90(4):71. doi: 10.1095/biolreprod.113.114702 24571983

[43] Burgos-TrinidadMYoungbloodGLMarotoMRSchellerARobinsDMPayneAH. Repression of cAMP-induced expression of the mouse P450 17 alpha-hydroxylase/C17-20 lyase gene (Cyp17) by androgens. Mol Endocrinol (1997) 11(1):87–96. doi: 10.1210/mend.11.1.9871 8994191

[44] OhsakoSKubotaKKurosawaSTakedaKQingWIshimuraR. Alterations of gene expression in adult male rat testis and pituitary shortly after subacute administration of the antiandrogen flutamide. J Reprod Dev (2003) 49(4):275–90. doi: 10.1262/jrd.49.275 14967920

[45] ZhouQShimaJENieRFrielPJGriswoldMD. Androgen-regulated transcripts in the neonatal mouse testis as determined through microarray analysis. Biol Reprod (2005) 72(4):1010–9. doi: 10.1095/biolreprod.104.035915 15601916

[46] O’ShaughnessyPJJohnstonHWillertonLBakerPJ. Failure of normal adult leydig cell development in androgen-receptor-deficient mice. J Cell Sci (2002) 115(Pt 17):3491–6. doi: 10.1242/jcs.115.17.3491 12154079

[47] LueYSwerdloffRLiuQMehtaHHikimASLeeKW. Opposing roles of insulin-like growth factor binding protein 3 and humanin in the regulation of testicular germ cell apoptosis. Endocrinology. (2010) 151(1):350–7. doi: 10.1210/en.2009-0577 19952275

[48] JiaYLeeKWSwerdloffRHwangDCobbLJSinha HikimA. Interaction of insulin-like growth factor-binding protein-3 and BAX in mitochondria promotes male germ cell apoptosis. J Biol Chem (2010) 285(3):1726–32. doi: 10.1074/jbc.M109.046847 PMC280433019887447

[49] LiuBLeeHYWeinzimerSAPowellDRCliffordJLKurieJM. Direct functional interactions between insulin-like growth factor-binding protein-3 and retinoid X receptor-alpha regulate transcriptional signaling and apoptosis. J Biol Chem (2000) 275(43):33607–13. doi: 10.1074/jbc.M002547200 10874028

[50] IkezoeTTanosakiSKrugULiuBCohenPTaguchiH. Insulin-like growth factor binding protein-3 antagonizes the effects of retinoids in myeloid leukemia cells. Blood. (2004) 104(1):237–42. doi: 10.1182/blood-2003-07-2203 15026318

[51] ChanSSSchedlichLJTwiggSMBaxterRC. Inhibition of adipocyte differentiation by insulin-like growth factor-binding protein-3. Am J Physiol Endocrinol Metab (2009) 296(4):E654–663. doi: 10.1152/ajpendo.90846.2008 19141684

[52] LinMZMarzecKAMartinJLBaxterRC. The role of insulin-like growth factor binding protein-3 in the breast cancer cell response to DNA-damaging agents. Oncogene. (2014) 33(1):85–96. doi: 10.1038/onc.2012.538 23178489

[53] IkonenMLiuBHashimotoYMaLLeeKWNiikuraT. Interaction between the Alzheimer's survival peptide humanin and insulin-like growth factor-binding protein 3 regulates cell survival and apoptosis. Proc Natl Acad Sci USA (2003) 100 (22):13042–7. doi: 10.1073/pnas.2135111100 PMC24074114561895

[54] LueYWangCCuiYWangXShaJZhouZ. Levonorgestrel enhances spermatogenesis suppression by testosterone with greater alteration in testicular gene expression in men. Biol Reprod (2009) 80(3):484–92. doi: 10.1095/biolreprod.108.070839 PMC635471319074003

[55] DumontLObletteARondaninoCJumeauFBironneauALiotD. Vitamin a prevents round spermatid nuclear damage and promotes the production of motile sperm during *in vitro* maturation of vitrified pre-pubertal mouse testicular tissue. Mol Hum Reprod (2016) 22(12):819–32. doi: 10.1093/molehr/gaw063 27671755

[56] TackenPJvan der ZeeABeumerTLFlorijnRJGijpelsMJHavekesLM. Effective generation of very low density lipoprotein receptor transgenic mice by overlapping genomic DNA fragments: high testis expression and disturbed spermatogenesis. Transgenic Res (2001) 10(3):211–21. doi: 10.1023/A:1016682520887 11437278

[57] KatoNMomotaYKusuharaT. Changes in distribution of alpha-tocopherol and cholesterol in serum lipoproteins and tissues of rats by dietary PCB and dietary level of protein. J Nutr Sci Vitaminol (Tokyo). (1989) 35(6):655–60. doi: 10.3177/jnsv.35.655 2517511

[58] BaoJVitting-SeerupKWaageJTangCGeYPorseBT. UPF2-dependent nonsense-mediated mRNA decay pathway is essential for spermatogenesis by selectively eliminating longer 3'UTR transcripts. PLoS Genet (2016) 12(5):e1005863. doi: 10.1371/journal.pgen.1005863 27149259PMC4858225

[59] AnuarNDKurscheidSFieldMZhangLRebarEGregoryP. Gene editing of the multi-copy H2A.B gene and its importance for fertility. Genome Biol (2019) 20(1):23. doi: 10.1186/s13059-019-1633-3 30704500PMC6357441

[60] MillerWLBoseHS. Early steps in steroidogenesis: intracellular cholesterol trafficking. J Lipid Res (2011) 52(12):2111–35. doi: 10.1194/jlr.R016675 PMC328325821976778

[61] DardeTASallouOBeckerEEvrardBMonjeaudCLe BrasY. The ReproGenomics viewer: an integrative cross-species toolbox for the reproductive science community. Nucleic Acids Res (2015) 43(W1):W109–116. doi: 10.1093/nar/gkv345 PMC448924525883147

[62] DardeTALecluzeELardenoisAStévantIAlaryNTüttelmannF. The ReproGenomics viewer: a multi-omics and cross-species resource compatible with single-cell studies for the reproductive science community. Bioinformatics. (2019) 35(17):3133–9. doi: 10.1093/bioinformatics/btz047 30668675

# Supplementary material for: Throughout in vitro first spermatogenic wave: Next-generation sequencing gene expression patterns of fresh and cryopreserved prepubertal mice testicular tissue explants
**Source:** Front Endocrinol (Lausanne). 2023 Mar 17;14:1112834. doi: 10.3389/fendo.2023.1112834
**Supplement:** Supplementary file 5

**Supplementary Table S1. Summary table of antibodies and fluorochromes used in the current study.**

| Category                                 | Antibodies                         | Host   | Dilution | Source      | Cat# No. |
|------------------------------------------|------------------------------------|--------|----------|-------------|----------|
|                                          | Anti-STRA8                         | Rabbit | 1:1000   | Abcam       | ab49602  |
|                                          | Anti-rabbit<br>(biotin-conjugated) | Goat   | 1:200    | Abcam       | ab150113 |
| Control IgGs                             |                                    | Rabbit | 1:200    | Invitrogen™ | 02-6102  |
| Alexa Fluor® 594-conjugated streptavidin |                                    | –      | 1:200    | Invitrogen™ | S32356   |

How the deposited data were processed for this re-analysis (not part of the article)

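The measured samples are testes of CD-1 mice and testis explants grown in vitro, by RNA sequencing. In vivo testes were taken at 6.5 dpp (fresh, or thawed after controlled slow freezing, CSF) and at 10.5, 22.5 or 36.5 dpp, and explants of 6.5 dpp testes after 4, 16 or 30 days of culture (D4, D16, D30). Conditions and replicate numbers were taken from the sample labels alone.

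As deposited, the values are raw counts of reads per gene, which the authors made by aligning single-end reads to GRCm38 with STAR 2.7.3a and counting with HTSeq 0.12.4 in its intersection-nonempty mode. The paper's text does not name the strand setting of HTSeq. The table holds 27466 genes under NCBI gene identifiers, of which 27373 are in the annotation of GRCm38.p6 used here for symbols and positions, and 3712 have no count in any library. Of all counts 0.0204% lie on genes outside that annotation. The 23 columns include 1 that is the same as another for every gene (6.5 dpp fresh replicates 2 and 3), and these were counted as a single library, so 22 libraries were analysed. Reads were not analysed here, and the second pipeline of the paper (RPKM values) was not used here.

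Totals per library ran from 47898957 to 58606028 counts at 6.5 dpp fresh (2 libraries), 28351546 to 48084120 at 6.5 dpp CSF (3), 35959200 to 54986423 at 10.5 dpp (3), 31634658 to 45586557 at 22.5 dpp (3), 33668932 to 38883013 at 36.5 dpp (2), 41704439 to 69029328 at D4 (3), 39778426 to 45760541 at D16 (2) and 39469156 to 41415343 at D30 fresh (3), with 39814742 in the D30 CSF library. A group whose libraries all have at most 3 counts of a gene was taken to be at the floor of detection, and no fold change of a gene against such a group is given. Such genes stay in the counts of genes past a threshold, by fitted values or CPM ratios that are no bound. Reads without molecular identifiers are not independent molecules, so this floor covers counting error only.

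Levels of genes are in CPM on the library total. Differential expression used edgeR 4.0.16 in R 4.3.3 with TMM factors, the filterByExpr filter, the quasi-likelihood F test, Benjamini-Hochberg adjustment over all genes tested and 1 fit of all libraries with 7 groups (frozen with fresh). Freezing was tested in a fit with 9 groups, with the paper's threshold of a 2-fold change and an adjusted p under 0.05. Differences of the culture effect between stages were tested as differences of contrasts in the fit with 7 groups. The same comparisons were run with DESeq2 1.42.0 as an alternative. Gene lists were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2. The PCA and the Euclidean distances used DESeq2's variance stabilizing transformation. Marker levels were compared by exact permutation tests, two-sided, on log2 values. Plots were drawn with matplotlib 3.10.9.

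Genes are named here if the paper names them, if they belong to 1 of the 37 lists, or if they are among the 3 genes with the smallest p in each direction of a comparison among DEGs without overlap between the groups. The lists were written by hand from the paper's figures and from common knowledge of testis biology, in place of GO, KEGG, Reactome and WikiPathways terms, which were not used here. Several genes that the paper names have no entry in the table under that name and were not analysed here, among them Rps3a3 and Hbb-b2. The mean level of the Sertoli cell markers is not reported here.

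The alternatives changed the normalization (RLE factors, library size only), the filter, the thresholds, the test (DESeq2, fry, camera with an estimated correlation), the libraries (fresh only, only the groups compared, each library left out in turn), the replicate number as a block, the genes and distances of the multivariate plots, the clustering, and the summary over marker genes. Settings that leave out the library labelled 6.5 dpp fresh replicate 1 from every comparison were added after the values were seen. So were a fit of all columns with the identical pair kept apart and the replicate block for the gene lists.

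The steps were tested on simulated data made from the spread of the libraries, with 200 genes changed 8-fold. Of these, edgeR called 145 (72.5%) for D4 against 10.5 dpp and 91 (45.5%) for D16 against 22.5 dpp with the spread of all libraries, and 97% and 94.5% with the spread estimated without the library labelled 6.5 dpp fresh replicate 1. The difference of the culture effect between D16 and D4 was called for 6% and 82.5%. DESeq2 called 79.5% and 97.5% for D4 against 10.5 dpp. For the latter comparison and the spread of all libraries, unchanged genes called numbered 0 with edgeR and 2 with DESeq2.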

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

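All tests of explanations in this part were chosen only after the results they bear on were seen, and only the random regroupings given further on were planned.

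Dixon's ratio was computed for 30 values, each the most extreme library of the groups 6.5 dpp (5 libraries) and D30 (4), and 5 passed the critical value where about 1.5 would by chance, 1 in 20. Of these, 4 belong to the library labelled 6.5 dpp fresh replicate 1. Its PC1 score was 51.7 against -85.4 to -80.6 in the other 6.5 dpp libraries, and its PC2 score 21.7 against -9.1 to -4.32. Spermatocyte markers were at 22.8 CPM against 1.69 to 1.97 CPM, and round spermatid markers at 51.8 CPM against 0.139 to 0.635 CPM.

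A mislabelled sample is a candidate explanation for the library labelled 6.5 dpp fresh replicate 1. Genes that culture raises at all 3 stages minus those it lowers, chosen without any 6.5 dpp library, gave it a score of 3.41, among the cultured libraries (3.37 to 3.69, n = 9) and outside the other in vivo libraries (-1.96 to -0.966, n = 12). A difference in depth is excluded, since after thinning to 28351546 counts its highest Spearman correlation with another 6.5 dpp library was 0.86, where the others have 0.943 to 0.991 among themselves. Cultured RNA mixed into a 6.5 dpp library is excluded too, because the highest of 3 hemoglobin genes stood at 0.0927% of the lowest level in the other 6.5 dpp libraries. Spermatids at 6.5 dpp would be the biological reading. Its culture score argues against this for this library, since the 22.5 and 36.5 dpp libraries, which hold spermatid transcripts in vivo, scored from -1.96 to -1.32. The paper also describes testes at 6.5 dpp as holding no germ cells past spermatogonia. No other biological explanation was tested. The library is kept as labelled, and directions drawn from the 6.5 dpp group as labelled rest in part on it.

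The remaining value past Dixon's ratio was the spermatogonial stem cell markers in 6.5 dpp CSF replicate 3, at 13.4 CPM against 33.8 to 38.8 CPM. This library also has the smallest total and the highest share of counts on ribosomal protein genes of the 6.5 dpp libraries, though that share is not past the critical value. A gene length bias may account for the shift: across genes with ribosomal protein genes left out, its difference from the other CSF libraries had a Spearman correlation of -0.536 with transcript length, and its median fell from 0.432 among the shortest genes through 0.0861 and -0.329 to -0.915 among the longest. Depth and freezing cannot be told apart from it here. The share of ribosomal protein transcripts and the total had a Spearman correlation of 0.25 over the 17 libraries outside 6.5 dpp, and the same shift also separates the pair of libraries at 36.5 dpp, neither frozen (correlation across genes 0.815). A loss of stem cells on freezing would be the biological reading, and no biological explanation was tested.

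The culture effect differed between D16 and D4 for 5 genes and between D30 and D4 for 849 genes, and each count was singled out because the difference itself was tested and passed the threshold. Of the latter, 507 had a higher and 342 a lower effect at D30. Of the technical explanations, a single library and the scaling were examined through the alternatives. In fits without the library labelled 6.5 dpp fresh replicate 1 the counts were 83 and 1834, by library size only 5 and 2204, and by DESeq2 65 and 1459. Each stage was sequenced with its own age-matched controls, so a change with age in vivo could produce such a difference as well as culture time does, and the design does not separate them. No biological explanation was tested.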

How the results depend on the processing

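Tests without the library labelled 6.5 dpp fresh replicate 1 in a whole fit, alone or with another choice, were chosen after seeing the results. So were the fit of all columns and the replicate block for the gene lists. Of 1233 values of 71 results for single genes under the alternatives, 1034 kept their direction and their side of the threshold, 69 lost a call, 111 gained a call, 9 took the other direction and 10 untested values moved by over a standard error. Of 579 values of 85 results for gene lists, 422 kept both, 117 lost a call, 31 gained a call and 9 took the other direction. Leaving out 1 library at a time kept 371 of 432 gene values, library size only 69 of 71, DESeq2 45 of 64 and the fits without the library labelled 6.5 dpp fresh replicate 1, 34 of 50, with 16 calls gained. The cause of such changes was not tested.

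In the main setting the DEGs numbered, with the range over the settings that stayed within 1.5-fold in brackets, 0 for 10.5 over 6.5 dpp (0 in 16 settings, 2692 at an unadjusted p under 0.05), 807 for 22.5 over 10.5 dpp (655 to 1039 in 7 settings), 1025 for 36.5 over 22.5 dpp (841 to 1510 in 8 settings), 5502 for 36.5 over 6.5 dpp (4872 to 7857 in 15 settings), 33 for D4 over 6.5 dpp (24 to 44 in 6 settings), 13 for D16 over D4 (12 to 19 in 7 settings), 0 for D30 over D16 (0 in 13 settings, 1423 at an unadjusted p under 0.05), 0 for D16 over 6.5 dpp (0 in 14 settings, 4211 at an unadjusted p under 0.05), 34 for D4 over 10.5 dpp (25 to 41 in 7 settings), 98 for D16 over 22.5 dpp (75 to 119 in 6 settings), 2477 for D30 over 36.5 dpp (1766 to 3517 in 12 settings) and 2464 for CSF over fresh at 6.5 dpp (2201 to 3414 in 6 settings). Over all settings the counts for D4 over 6.5 dpp, D16 over 22.5 dpp and CSF over fresh fell to 0 in at least 1, the other counts above 0 stayed above it, and each count of 0 rose above it in at least 1.

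The wider threshold of an adjusted p under 0.05 gave 2 for 10.5 over 6.5 dpp, 4450 for 22.5 over 10.5 dpp, 2487 for 36.5 over 22.5 dpp, 336 for D4 over 6.5 dpp, 586 for D16 over D4, 65 for D30 over D16, 218 for D4 over 10.5 dpp, 452 for D16 over 22.5 dpp and 4493 for D30 over 36.5 dpp. With an absolute log2 fold change of 1.5 there were 1299 for 22.5 over 10.5 dpp and 160 for D16 over 22.5 dpp. DESeq2 gave 131 for 10.5 over 6.5 dpp, 2786 for 22.5 over 10.5 dpp, 397 for D4 over 6.5 dpp, 405 for D16 over D4, 90 for D30 over D16, 130 for D16 over 6.5 dpp, 194 for D4 over 10.5 dpp and 252 for D16 over 22.5 dpp. For the culture effect it gave 65 genes between D16 and D4 and 1459 between D30 and D4, against 5 and 849.

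Fits without the library labelled 6.5 dpp fresh replicate 1 gave 4 for 10.5 over 6.5 dpp, 3537 for 22.5 over 10.5 dpp, 1906 for 36.5 over 22.5 dpp, 465 for D4 over 6.5 dpp, 1514 for D16 over D4, 1 for D30 over D16, 2342 for D16 over 6.5 dpp, 206 for D4 over 10.5 dpp, 273 for D16 over 22.5 dpp and 4101 for D30 over 36.5 dpp. The culture effect differed for 83 genes between D16 and D4 and 1834 between D30 and D4, and 77.2% of genes stayed in the matching pattern. DESeq2 without the library labelled 6.5 dpp fresh replicate 1 gave 40 for 10.5 over 6.5 dpp, 3980 for 22.5 over 10.5 dpp, 2202 for 36.5 over 22.5 dpp, 595 for D4 over 6.5 dpp, 1990 for D16 over D4, 132 for D30 over D16, 2747 for D16 over 6.5 dpp, 323 for D4 over 10.5 dpp, 427 for D16 over 22.5 dpp and 4148 for D30 over 36.5 dpp. By construction every group shares 1 estimate of the spread of a gene, so a library far from its group raises that estimate for all comparisons. With all 23 columns, the identical pair kept as 2, there were 59 for D4 over 6.5 dpp and 770 for CSF over fresh at 6.5 dpp.

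Fits of only the 2 groups compared gave 3391 for 22.5 over 10.5 dpp, 1859 for 36.5 over 22.5 dpp, 331 for 36.5 over 6.5 dpp, 0 (2292 at an unadjusted p under 0.05) for D4 over 6.5 dpp, 704 for D16 over D4, 387 for D4 over 10.5 dpp and 0 (6317 at an unadjusted p under 0.05) for D16 over 22.5 dpp. Fresh libraries alone gave 2310 for 22.5 over 10.5 dpp, 3411 for 36.5 over 6.5 dpp and 9 for D4 over 6.5 dpp. The filter of at least 10 counts in every library gave 560 for 36.5 over 22.5 dpp, 3137 for 36.5 over 6.5 dpp, 65 for D16 over 22.5 dpp, 1481 for D30 over 36.5 dpp and 1219 for CSF over fresh at 6.5 dpp. Scaling by library size only gave 3717 for D30 over 36.5 dpp, and 2204 genes for the culture effect between D30 and D4. RLE factors and no filter kept each DEG count within 1.5-fold. The share of DEGs that were higher moved with RLE factors from 52.7% to 65.9% for 22.5 over 10.5 dpp, from 55.3% to 65.6% for 36.5 over 6.5 dpp and from 49.4% to 32.3% for D30 over 36.5 dpp, and with library size only from 52.7% to 35.8% for 22.5 over 10.5 dpp, from 89.7% to 56% for 36.5 over 22.5 dpp, from 55.3% to 32.7% for 36.5 over 6.5 dpp and from 49.4% to 79.4% for D30 over 36.5 dpp. For the culture effect between D30 and D4 it went from 59.7% to 92.1% with library size only.

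Leaving out 1 library at a time, the DEGs were 0 to 4 for 10.5 over 6.5 dpp, 40 to 722 for 22.5 over 10.5 dpp, 545 to 676 for 36.5 over 22.5 dpp, 3 to 465 for D4 over 6.5 dpp, 5 throughout for D16 over D4, 0 to 2342 for D16 over 6.5 dpp, 4 to 11 for D4 over 10.5 dpp, 21 to 87 for D16 over 22.5 dpp and 1065 to 3093 for CSF over fresh at 6.5 dpp. Of these, the highest counts for 10.5, D4 and D16 over 6.5 dpp are those without the library labelled 6.5 dpp fresh replicate 1. The culture effect ran from 3 to 10 genes between D16 and D4 and from 453 to 775 between D30 and D4. No test was made with a single library left in a group. This covers leaving out a library at 36.5 dpp, at D16 or among the fresh 6.5 dpp libraries of the freezing comparison. There, no count is given for the comparisons with that group.

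With the replicate number as a block, the DEGs were 16 for D4 over 6.5 dpp, 8 for D16 over D4, 21 for D4 over 10.5 dpp and 64 for D16 over 22.5 dpp, the culture effect between D16 and D4 3 genes, and CSF over fresh at 6.5 dpp 1439 genes with all libraries and 0 (240 at an unadjusted p under 0.05) with those at 6.5 dpp. The block without the library labelled 6.5 dpp fresh replicate 1 gave 2 for 10.5 over 6.5 dpp, 3382 for 22.5 over 10.5 dpp, 1555 for 36.5 over 22.5 dpp, 429 for D4 over 6.5 dpp, 1254 for D16 over D4, 1 for D30 over D16, 2043 for D16 over 6.5 dpp, 185 for D4 over 10.5 dpp, 238 for D16 over 22.5 dpp and 3895 for D30 over 36.5 dpp. The numbers do not pair samples: residuals of libraries with the same number in different conditions had a mean correlation of 0.048 over 66 pairs, 18 of them over 0.1, and -0.024 over the other 126 pairs. The block therefore uses up degrees of freedom without removing a shared effect. Of 126 list calls 125 held under it.

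For CSF over fresh at 6.5 dpp, the libraries at 6.5 dpp alone gave 0 (1362 at an unadjusted p under 0.05) DEGs, the comparison adjusted for stage 0 (1882 at an unadjusted p under 0.05), and the same adjustment without the library labelled 6.5 dpp fresh replicate 1, 0 (407 at an unadjusted p under 0.05).

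Genes differing between groups and changed in culture ran from 11351 to 13136 over 6 alternatives, against 12559. Without consolidation 79.3% of genes stayed in the matching pattern. PC1 carried 91.7% to 93.9% of the variance in 5 settings and 75.8% with all genes that have at least 10 counts. PC2 carried 6.01% with the 1000 most variable genes, 9.22% with all genes and 6.25% without the CSF libraries, against 4.97%. The distance of D4 to 10.5 dpp over that to 6.5 dpp stayed below 1, at 0.614 on log2(CPM + 1), 0.357 with the 500 most variable genes, 0.55 with 1 minus the Spearman correlation and 0.736 without the library labelled 6.5 dpp fresh replicate 1, against 0.628. That of D30 to 36.5 dpp over 22.5 dpp was 2.36 with the Spearman correlation, against 1.82, and that to 36.5 dpp over D16 1.49 with 500 genes and 3.02 with the Spearman correlation, against 2.17. D16 to 22.5 dpp over 10.5 dpp ran from 0.439 to 0.766.

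Of the marker levels reported, 1 took the other direction by over its SD: the log2 ratio of spermatogonial stem cells D4 over 10.5 dpp was 0.226 as a geometric mean (main -0.211). As geometric means the log2 ratios that moved by over their SD were -0.366 for progenitors D4 over 10.5 dpp (main -0.639), -0.608 for Leydig cells D4 over 10.5 dpp (main -1.24), 1.04 for differentiating spermatogonia D16 over 22.5 dpp (main 0.389), -1.67 for Leydig cells D16 over 22.5 dpp (main -2.09) and -1.26 for Leydig cells D30 over 36.5 dpp (main -2.17). With TMM they were -2.26 for Leydig cells D16 over 22.5 dpp (main -2.09), 0.328 for spermatogonial stem cells D30 over 36.5 dpp (main 0.966), 0.58 for progenitors D30 over 36.5 dpp (main 1.23), 1.1 for differentiating spermatogonia D30 over 36.5 dpp (main 1.74) and -2.82 for Leydig cells D30 over 36.5 dpp (main -2.17). With DESeq2's size factors they were -2.35 for Leydig cells D16 over 22.5 dpp (main -2.09), 0.0707 for spermatogonial stem cells D30 over 36.5 dpp (main 0.966), 0.328 for progenitors D30 over 36.5 dpp (main 1.23), 0.844 for differentiating spermatogonia D30 over 36.5 dpp (main 1.74), -1.27 for spermatocytes D30 over 36.5 dpp (main -0.385), -3.07 for Leydig cells D30 over 36.5 dpp (main -2.17) and 1.95 for peritubular and blood vessel cells D30 over 36.5 dpp (main 2.84). Leaving out libraries moved no log2 ratio by over its SD, though 2 changed sign: round spermatids D16 over 22.5 dpp (0.234 without D16 replicate 2, main -0.525) and D4 over 10.5 dpp (down to -0.218, main 0.0178).

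Lists past an adjusted p of 0.05 numbered 6 for 10.5 over 6.5 dpp, 15 for 22.5 over 10.5 dpp, 5 for 36.5 over 22.5 dpp, 10 for 36.5 over 6.5 dpp, 16 for D16 over 22.5 dpp, 12 for D16 over 6.5 dpp, 12 for D16 over D4, 12 for D30 over 36.5 dpp, 14 for D30 over D16, 13 for D4 over 10.5 dpp, 11 for D4 over 6.5 dpp and 6 for CSF over fresh at 6.5 dpp in the main setting. Beside each 0 that follows, brackets give the lists at an unadjusted p under 0.05. An estimated correlation gave 0 (2) for 10.5 over 6.5 dpp, 0 (5) for 22.5 over 10.5 dpp, 0 (2) for 36.5 over 22.5 dpp, 0 (2) for 36.5 over 6.5 dpp, 0 (10) for D16 over 22.5 dpp, 0 (4) for D16 over 6.5 dpp, 2 for D16 over D4, 0 (2) for D30 over 36.5 dpp, 3 for D30 over D16, 7 for D4 over 10.5 dpp, 1 for D4 over 6.5 dpp and 0 (0) for CSF over fresh at 6.5 dpp. Without the library labelled 6.5 dpp fresh replicate 1, it gave 0 (5) for 10.5 over 6.5 dpp, 0 (5) for 22.5 over 10.5 dpp, 0 (1) for 36.5 over 22.5 dpp, 0 (1) for 36.5 over 6.5 dpp, 1 for D16 over 22.5 dpp, 0 (4) for D16 over 6.5 dpp, 0 (9) for D16 over D4, 0 (6) for D30 over 36.5 dpp, 0 (10) for D30 over D16, 6 for D4 over 10.5 dpp and 3 for D4 over 6.5 dpp. Under fry there were 0 (3) for 10.5 over 6.5 dpp, 25 for 22.5 over 10.5 dpp, 11 for 36.5 over 22.5 dpp, 27 for 36.5 over 6.5 dpp, 23 for D30 over 36.5 dpp, 6 for D30 over D16 and 0 (12) for CSF over fresh at 6.5 dpp, and, without the library labelled 6.5 dpp fresh replicate 1, 30 for 22.5 over 10.5 dpp, 20 for 36.5 over 22.5 dpp, 28 for 36.5 over 6.5 dpp, 26 for D16 over 22.5 dpp, 23 for D16 over 6.5 dpp, 20 for D16 over D4, 31 for D30 over 36.5 dpp and 17 for D4 over 6.5 dpp. Camera without the library labelled 6.5 dpp fresh replicate 1 gave 9 for 36.5 over 22.5 dpp. Of 132 list calls 125 held with library size only, and of 126 calls tested without the library labelled 6.5 dpp fresh replicate 1, 121 held under camera, 117 under fry and 10 with an estimated correlation.

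Of single genes, Tpbgl from 6.5 to 10.5 dpp went from a log2 fold change of -0.63 to 3.17 without the library labelled 6.5 dpp fresh replicate 1, and to 3.14 with DESeq2 and 3.18 with the replicate block without the library labelled 6.5 dpp fresh replicate 1. With that group's libraries left out 1 at a time it ran from -1.04 to 3.17. Hmox1 from 6.5 dpp to D4 went from 0.12 to -0.0311, -0.0870 and -0.0364 in the same settings, and ran up to 0.25 with 1 library left out. Adjusted for stage, Rpl26 in CSF over fresh tissue was 0.57, and, without the library labelled 6.5 dpp fresh replicate 1, Rpl26 was 0.37 and Svip 0.19, against -3.10 and -2.05.

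Of the lists, steroidogenesis at D4 over 6.5 dpp pointed down without the library labelled 6.5 dpp fresh replicate 1 (adjusted p = 0.231 by camera, 0.0255 by fry and 0.682 with an estimated correlation). With library size only the other direction was taken by the endothelial list at D4 over 10.5 dpp (adjusted p = 0.964), cholesterol synthesis (0.68) and mesothelium (0.873) at D30 over 36.5 dpp, and cytokines and chemokines at 36.5 over 22.5 dpp (0.973). Under fry it was taken by the freezing genes (0.942) and cholesterol synthesis at D30 over 36.5 dpp (0.955). None of these except steroidogenesis under fry was past 0.05.

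Depth limits the genes near the floor of 3 counts, for which no fold change is given. Results for the other genes are limited by the 1 to 5 libraries in a group and by the spread of each gene. In the simulation, edgeR called 72.5% of the genes changed 8-fold for D4 against 10.5 dpp. At the same group sizes it called 97% with the spread estimated without the library labelled 6.5 dpp fresh replicate 1. For D16 against 22.5 dpp these were 45.5% and 94.5%. No test was made of the single D30 CSF library.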

Differences from the paper's values

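The main setting and the alternatives named here as set before the data were examined were planned. The settings named as chosen after seeing the values were not.

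Between 6.5 and 10.5 dpp the paper reports 6 DEGs, and the main setting gave 0 (2692 genes at an unadjusted p under 0.05). Leaving out each library of the 2 groups in turn is among the alternatives set before the data were examined. Of these alternatives, only the fit without the library labelled 6.5 dpp fresh replicate 1, with 4, is within the range that counts as equal. DESeq2 gave 131, the wider threshold of an adjusted p under 0.05 gave 2, and the others gave 0. Among settings chosen after seeing the values, DESeq2 without the library labelled 6.5 dpp fresh replicate 1 gave 40 DEGs, and 2 were left with the replicate block without the library labelled 6.5 dpp fresh replicate 1.

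From D16 to D30 the paper reports 58 DEGs, where the main setting gave 0 (1423 at an unadjusted p under 0.05). The paper has 18 genes past an adjusted p of 0.001, so its 58 were counted at a wider threshold than that of the main setting. These 2 counts are therefore not like for like. The wider threshold of an adjusted p under 0.05, set before the data were examined, gave 65 and reached it, and DESeq2, with 90, and the others, with 0, did not. The settings chosen after seeing the values gave 1 for the fit without the library labelled 6.5 dpp fresh replicate 1 and 132 for DESeq2 without the library labelled 6.5 dpp fresh replicate 1. For genes with an adjusted p of at most 0.001 the paper has 18 and the main setting 0. No alternative set before the data were examined reached this, DESeq2 giving 106, and neither did those chosen after seeing the values, with 2 for the fit without the library labelled 6.5 dpp fresh replicate 1 and 208 for DESeq2 without the library labelled 6.5 dpp fresh replicate 1.

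Between D4 and 10.5 dpp the paper's Figure 7A shows about 130 DEGs, read by eye, and the main setting gave 34. DESeq2, set before the data were examined, gave 194 and is within the range that counts as equal. All other alternatives of that kind, among them the wider threshold (218), the fit of only the 2 groups (387) and the fits with 1 library left out (4 to 11), are outside it. Of the settings chosen after seeing the values, the replicate block without the library labelled 6.5 dpp fresh replicate 1 (185) is within that range and the fit without the library labelled 6.5 dpp fresh replicate 1 (206) is not.

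Of 30 log2 fold changes read by eye from Figure 7D, 1 differed. For Cacna1a at D30 against 36.5 dpp the paper's value is about -3.5 and the main setting gave -3.251. RLE factors (-3.508), the filter of at least 10 counts (-3.456), DESeq2 (-3.508) and leaving out 36.5 dpp replicate 1 (-3.468), all set before the data were examined, came to the paper's value, and the other settings did not. So did DESeq2 without the library labelled 6.5 dpp fresh replicate 1 (-3.509), chosen after seeing the values.

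Of the 10 genes the paper marks for D4 against 10.5 dpp, the main setting called 3 (Cx3cr1, A2m and F13a1), the wider threshold and the fit of only the 2 groups all 10, DESeq2 9 of 9 tested, and fresh libraries alone 3 (Cx3cr1, A2m and Ccn5). Of the 10 for D16 against 22.5 dpp the main setting called 6, the wider threshold all 10, DESeq2 8 and the fit of only the 2 groups 0. The fit without the library labelled 6.5 dpp fresh replicate 1, chosen after seeing the values, called all 10 at each of the 2 stages. For D30 against 36.5 dpp all 10 were called in the main setting.

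Of 25 genes the paper assigns to freezing, the main setting called 2 (Svip and Arhgap19), and DESeq2 4, adding Rpl26 and 4932414J04Rik. Of the 20 shared by freezing and culture it called 8, DESeq2 9, adding BC061237, and the fit without 6.5 dpp CSF replicate 1 6, adding Hint2 and Mcfd2. In the fit adjusted for stage neither list had a called gene.

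The order of D30 and 36.5 dpp on the axes of the PCA is the opposite of the paper's. Here D30 lies lower on PC1 (mean 61.89 against 130.3) and higher on PC2 (-7.618 against -35.81), with the sign of each axis arbitrary. The genes of the blood-testis barrier were lower at 36.5 than at 6.5 dpp, the ages between which the paper sees this barrier established through the appearance of junction pathways. These levels are shares of all transcripts in a testis that gains germ cells with age. Their fall therefore does not show whether the barrier forms, and does not speak against the paper. From 10.5 to 22.5 dpp the paper has nearly all DEGs rising, and here 425 rose and 382 fell in the main setting. Rising genes were the larger part with the wider threshold (3684 rising and 766 falling), DESeq2 (2271 rising and 515 falling) and the fit without the library labelled 6.5 dpp fresh replicate 1 (2917 rising and 620 falling), and the smaller part with library size only (372 rising and 667 falling) and in most fits with 1 library left out (such as 8 rising and 32 falling without 22.5 dpp replicate 3). At D30 against 36.5 dpp the paper describes a large proportion of genes as lower in culture, and here 1224 were higher and 1253 lower in the main setting. Lower genes were the larger part with RLE factors (781 higher and 1636 lower), DESeq2 (937 higher and 1863 lower), the wider threshold (1761 higher and 2732 lower), the fit of only the 2 groups (1192 higher and 2131 lower) and the fit without the library labelled 6.5 dpp fresh replicate 1 (1488 higher and 2613 lower), and the smaller part, among others, with library size only (2953 higher and 764 lower).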

Other observations

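In this part, the random regroupings and the camera tests of gene lists were set before the data were examined. The tests of explanations were chosen only after the results were seen.

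Random regrouping of the libraries, the real grouping included, shows how often as many DEGs or lists arise. For D4 against 10.5 dpp, 1 of 10 groupings gave at least the real 34 DEGs and 2 of 10 at least 13 lists, and, without the library labelled 6.5 dpp fresh replicate 1, 1 of 10 gave 206 DEGs and 1 of 10 gave 15 lists. For 22.5 against 10.5 dpp these were 1 of 10 for 807 DEGs and 2 of 10 for 15 lists, and, without the library labelled 6.5 dpp fresh replicate 1, 1 of 10 for 3537 DEGs and 4 of 10 for 15 lists. With 3 libraries against 3 only 10 groupings exist, so the real one and a random one cannot be told apart at 1 in 20.

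With 5 libraries at 6.5 dpp more groupings exist. For D4 against 6.5 dpp, 1 of 56 groupings gave at least 33 DEGs and 22 of 56 at least 11 lists, and, without the library labelled 6.5 dpp fresh replicate 1, 1 of 35 gave 465 DEGs and 2 of 35 gave 12 lists. For 10.5 against 6.5 dpp, 56 of 56 gave at least 0 DEGs (2692 genes at an unadjusted p under 0.05) and 44 of 56 at least 6 lists, and, without the library labelled 6.5 dpp fresh replicate 1, 1 of 35 gave 4 DEGs and 13 of 35 gave 5 lists. The DEGs at D4, and those at 10.5 dpp without the library labelled 6.5 dpp fresh replicate 1, are thus more than other groupings give, while the numbers of lists at these 2 comparisons are not.

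Lists outside the testis at D30 over 36.5 dpp had these values: epididymis 3 of 3 genes lower (camera, adjusted p = 0.0896, and between 1.52e-05 and 0.455 over its alternatives), adipocyte 4 of 6 genes lower (camera, adjusted p = 0.506, and between 0.000321 and 0.749 over its alternatives) and mesothelium 6 of 10 genes higher (camera, adjusted p = 0.851, and between 0.12 and 0.907 over its alternatives). The lists of genes that the paper picked from its own comparisons, and which are therefore not independent evidence, had 6 of 10 genes higher (camera, adjusted p = 0.142, and between 2.18e-06 and 0.462 over its alternatives) for D4, 8 of 10 genes higher (camera, adjusted p = 3.25e-06, and between 6.85e-09 and 0.0855 over its alternatives) for D16 and 6 of 10 genes lower (camera, adjusted p = 0.343, and between 0.000975 and 0.616 over its alternatives) for D30.

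Cyp17a1 was lower in all 9 cultured libraries than in their age-matched controls, by over 4 on the log2 scale at each stage. Fewer Leydig cells are excluded as the whole cause, since Hsd3b1 fell by less than Cyp17a1 at each stage, the smallest difference of the log2 fold changes being 3.66 (standard error 1). Cyp11a1 fell with log2 fold changes of -0.77 at D4, -2.58 at D16 and -3.04 at D30, less than Cyp17a1 by 3.75, 2.07 and 2.19 (standard errors 0.859, 1.04 and 0.834), so fewer Leydig cells as a part of the cause are not excluded. Scaling is excluded as well: with library size only the smallest fall was -4.48. Lower transcription of Cyp17a1 in each Leydig cell may remain as a hypothesis, which the counts do not test.

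Hemoglobin transcripts were lower at D4 than at 6.5 dpp. Endothelial transcripts showed no general fall: 2 of 18 genes were lower and 4 higher by over 2-fold without the library labelled 6.5 dpp fresh replicate 1 (3 lower and 1 higher with it). Shares of transcripts do not show whether capillaries kept their structure or their flow. Loss of blood vessels as the cause is therefore not excluded. Loss of blood cells is possible: 5 of 6 erythroid genes were lower by over 2-fold, and Alas2 was higher (log2 fold change 0.81, and 1.22 without the library labelled 6.5 dpp fresh replicate 1). Blood cells lost and transcripts lost within them cannot be told apart with these counts.

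Macrophage transcripts were lower at D4 than at 10.5 dpp and higher again at D16. Of 9 macrophage genes with at least 10 CPM at 10.5 dpp, 8 were lower at D4. The log2 fold changes of Lyz2 and F13a1, the farthest apart, differed by 5.46, so fewer macrophages alone are excluded. The standard error of this difference, 0.63, does not come from the fit of all libraries, where that of F13a1 alone is larger. A change in the state of the macrophages may be part of it, and no test of that was possible.

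Rpl26 took a high level in 6 libraries of 4 conditions and a low level in the others, with means 14.8 times apart. Freezing is excluded (Fisher's exact test of high level against frozen, two-sided, p = 1, with 1 of 4 frozen and 5 of 18 fresh libraries high). A general shift of ribosomal protein transcripts is excluded too, their mean share in the libraries with the high level being 0.877 of that in the others. A strain variant of this outbred stock, or reads shared with pseudogenes, of which the annotation has 6, could produce levels of this kind, and the counts cannot tell these apart.

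Of the 20 genes that the paper assigns to freezing and to culture, 11 differed 2-fold between CSF and fresh tissue with both fresh libraries, of which 3 were at or under the floor without the library labelled 6.5 dpp fresh replicate 1, on both sides, where no fold change can be formed. Of the other 8, 3 still differed with fresh replicate 2 alone (Cck, Gm4846, Pttg1ip2). This would follow if part of the overlap arose in the library labelled 6.5 dpp fresh replicate 1, whose RNA may come from cultured tissue. Of the 3 genes, Gm4846 was under 1 CPM in 5 libraries of 3 conditions, all of fresh tissue and among them fresh replicate 2. Its level thus varied without freezing. Cck and Pttg1ip2 were low, at 0.188 and 0.23 CPM in fresh replicate 2 and at means of 0.0418 and 0.0753 CPM in CSF tissue.

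Interferon response genes were higher in the D30 CSF library than in each D30 fresh library for 22 of 23 genes (25% by chance), with means 2.07 times apart. Freezing cannot be told apart from a difference between single libraries: at 6.5 dpp the mean in CSF was 0.907 of that in fresh replicate 2, and 22.5 dpp replicate 2, which was not frozen, was higher than the other 22.5 dpp libraries for 22 genes (33.3% by chance).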
